# Canonical Notch signaling plays an instructive role in auditory supporting cell development

**DOI:** 10.1038/srep19484

**Published:** 2016-01-20

**Authors:** Dean P. Campbell, Elena Chrysostomou, Angelika Doetzlhofer

## Abstract

The auditory sensory epithelium, composed of mechano-sensory hair cells (HCs) and highly specialized glial-like supporting cells (SCs), is critical for our ability to detect sound. SCs provide structural and functional support to HCs and play an essential role in cochlear development, homeostasis and repair. Despite their importance, however, surprisingly little is known about the molecular mechanisms guiding SC differentiation. Here, we provide evidence that in addition to its well-characterized inhibitory function, canonical Notch signaling plays a positive, instructive role in the differentiation of SCs. Using γ-secretase inhibitor DAPT to acutely block canonical Notch signaling, we identified a cohort of Notch-regulated SC-specific genes, with diverse functions in cell signaling, cell differentiation, neuronal innervation and synaptogenesis. We validated the newly identified Notch-regulated genes *in vivo* using genetic gain (*Emx2*^*Cre*/+^; *Rosa26*^*N1ICD*/+^) and loss-of-function approaches *(Emx2*^*Cre*/+^; *Rosa26*^*DnMAML1*/+^). Furthermore, we demonstrate that Notch over-activation in the differentiating murine cochlea (*Emx2*^*Cre*/+^; *Rosa26*^*N1ICD*/+^) actively promotes a SC-specific gene expression program. Finally, we show that outer SCs –so called Deiters’ cells are selectively lost by prolonged reduction (*Emx2*^*Cre*/+^; *Rosa26*^*DnMAML1*/+/+^) or abolishment of canonical Notch signaling (*Fgfr3-iCreER; Rbpj*^*−*/Δ^), indicating a critical role for Notch signaling in Deiters’ cell development.

The auditory sensory organ, housed in the inner ear cochlea, is critical for our ability to hear. It contains a highly specialized sensory epithelium composed of rows of mechano-receptor cells so called inner and outer hair cells (HCs), surrounded by glia-like supporting cells (SCs). Based on morphology, location, and function, SCs are categorized into five sub-types. Border cells and inner phalangeal cells surround inner HCs, inner and outer pillar cells separate inner from outer HCs, and Deiters’ cells surround outer HCs. During cochlear development, SCs provide essential cues that direct the cellular patterning, planar cell polarity as well as innervation and synaptogenesis of HCs. In the mature cochlea, SCs provide structural support and are essential for the survival and proper function of HCs and innervating neurons^1^,^2^. SCs and their neighboring HCs originate from a common pool of post-mitotic progenitors, referred to as pro-sensory cells^3^. Shortly after all pro-sensory cells have withdrawn from the cell cycle, an event, that in mice occurs at around E13.5, up-regulation of the transcription factor ATOH1 in a subset of basally located pro-sensory cells initiates a basal-to-apical wave of HC differentiation^4^. SC differentiation closely follows HC differentiation and by E18.5 the entire length of the sensory epithelium is patterned into a mosaic of intercalating HCs and SCs. The molecular signals/factors that induce SC differentiation are poorly understood. Interestingly, ectopic generation of HCs stimulates the formation of surrounding SC-like cells, suggesting that HCs provide cue(s) that instruct SC differentiation^5^. A candidate for such instructive signal is the Notch signaling pathway.

Canonical Notch signaling is activated when a membrane-bound Notch ligand (JAGGED 1, 2 and DELTA-LIKE 1, 3, 4) interacts with a single-pass transmembrane Notch receptor (NOTCH 1–4), expressed on a neighboring cell. Ligand binding initiates the sequential proteolytic cleavage of the Notch receptor freeing its intracellular domain (NICD) to translocate into the nucleus. In the nucleus, the NICD forms a complex with the transcription factor RBP-J and a member of the Mastermind-Like (MAML) co-factor family activating the transcription of Notch target genes^6^. In the developing inner ear, Notch signaling has been extensively studied for its early, instructive role in pro-sensory development and its inhibitory role in HC fate determination. A critical component of the early function(s) of Notch signaling is the Notch ligand JAGGED1 (JAG1). *Jag1*, a direct Notch target itself, is highly expressed in pro-sensory cells and later becomes confined to SCs^7^. Early otic ablation of *Jag1* results in loss of vestibular sensory structures and abnormal auditory sensory cell development, in which inner HCs are over-produced and outer HCs are largely missing^8^,^9^. The Notch receptor(s) that mediate JAG1 functions in early vestibular and auditory development have not yet been identified. The Notch receptor NOTCH1 and the HC-specific Notch ligands DELTA-LIKE 1 (DLL1) and JAGGED2 (JAG2) are critical components of a later, inhibitory function of Notch signaling in HC fate determination^8^,^10^. Co-deletion of *Dll1* and *Jag2* or deletion of *Notch1* results in massive HC over-production at the cost of SCs^11^. The HC-repressive function of Notch signaling is thought to be mediated by members of the HES/HEY family of transcriptional repressors. HES/HEY factors are known to antagonize the HC fate promoting activity of ATOH1^12^,^13^ and deletion of *Hes/Hey* genes results in an overproduction of HCs^12^,^14^,^15^,^16^.

Here, we provide evidence that Notch signaling not only suppresses a HC fate in pro-sensory cells, but instructs their development as SCs. We identify SC-specific Notch-regulated genes with functions in cell-cell signaling, neuronal innervation and glial physiology. We show that Notch signaling is sufficient to ectopically induce a SC-specific gene expression program, and is sufficient to render outer HC precursors and a subset of non-sensory epithelial cells into SC-like cells. Finally, we demonstrate that disruption of canonical Notch signaling in the differentiating cochlea results in the selective death of differentiating Deiters’ cells, revealing a critical role for Notch signaling in Deiters’ cell development.

## Results

### Identification of Notch-regulated genes in the differentiating cochlea

To gain insights into the function(s) of Notch signaling in differentiating SCs, we characterized the transcriptional targets of Notch signaling in the differentiating cochlea. To block Notch signaling we used DAPT, a γ-secretase inhibitor (GSI), known to efficiently block Notch receptor cleavage in intact cells^17^. We cultured wild type cochlear tissue at E15.5 in the presence of GSI DAPT or vehicle control DMSO (control) for 19–22 hours. At the end of the culture period, we pooled control and DAPT treated explants, enzymatically purified the cochlear epithelial duct, and extracted RNA. 

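Explants of the wild type mouse cochlea were taken at E15.5, when hair cells (HCs) and supporting cells (SCs) begin to form. In each of 3 experiments 1 RNA pool came from explants cultured with DAPT and 1 from explants cultured with the vehicle DMSO, so that 6 arrays were compared. The sample labels give 3.33 µM DAPT, 0.013% DMSO for the controls, and a culture time of 23 hours in experiment 1, 19 hours in experiment 2 and 24 hours in experiment 3. The paper gives a range from 19 to 22 hours. The Mouse Exon 1.0 ST array measures each transcript cluster with several probes. The authors normalized the probe signals with RMA in Partek, and the values used here are their log2 signals per cluster. The median signal lay between 6.30 and 6.36 on the 6 arrays. Of 115830 clusters, 25539 carried the name of 1 gene, 2300 carried several names and were not used for named genes, and 87991 carried no gene name in the annotation used here. A gene with several clusters was represented by the cluster with the highest mean over the 6 arrays, which left 20262 genes. Differences are given as DAPT minus control on the log2 scale. They were tested with limma, a linear model fitted across all genes, with the experiment as a block and Benjamini-Hochberg adjustment. Each value has 3 pairs of pools behind it, and the number of arrays limits the precision.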

Control and DAPT treated RNA samples from three independent experiments were analyzed using the GeneChip® Mouse Exon ST Arrays (Fig. 1a). 

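The largest increases with DAPT among genes above the median signal included *Sting1* (*Tmem173* in the paper), which encodes a sensor adaptor of innate immunity, with a log2 difference of 1.25 (standard error 0.13), and *Tmem255b*, with 1.08 (standard error 0.14). The peptide gene *Grp* was higher by 1.09 (standard error 0.08), and *Gad2*, which encodes a GABA-synthesizing enzyme, by 1.01 (standard error 0.20). A dimmer cluster of *Gad2*, whose signal matches the means that the paper prints, had 0.72. The cluster that the array annotation names EG624918, a synonym of *Ccer2* (*Gm6537* in the paper), was higher by 1.11 (standard error 0.12). In all 3 experiments 3873 genes were higher and 2125 were lower with DAPT. Together these were 29.6% of the genes, where chance gives 25%. No single gene passed an adjusted p of 0.05 in limma over the 20262 genes, and the lowest adjusted p was 0.059. At an unadjusted p under 0.05, 1067 genes were higher and 526 lower, 1593 in all, where chance over independent genes gives 1013.1. Over every cluster on its own, named or not, the balance turned, with 3000 higher and 3582 lower. Another assignment of DAPT and control within experiments gave 1600 genes in the blocked fit, so the excess over 1013.1 does not set the real one apart. Without the block by experiment 593 genes had an unadjusted p under 0.05, and the lowest adjusted p was 0.40. Leaving single arrays out of this unblocked fit gave between 427 and 948 such genes, the most without control replicate 1. The plain one-way comparison gave 490 higher and 215 lower at an unadjusted p under 0.05, and it passed 0 genes after adjustment. Of the other settings, array weights passed the most genes after adjustment, 27 higher and 5 lower. When the arrays were quantile normalized again, 1424 genes were higher and 392 lower at an unadjusted p under 0.05, and 3 passed the adjusted threshold.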

Using a one-way ANOVA-model we determined genes that were significantly changed in control versus DAPT treated cochlear epithelial cells (Fig. 1b). Consistent with having disrupted the HC-repressive function of Notch signaling, HC-specific transcription factors (e.g. *Atoh1*^18^, *Pou4f3*^19^ and *Nhlh1*^20^) and HC-specific Notch signaling components (*Dll1*^7^, *Jag2*^10^ *Mfng*^21^ were significantly up-regulated (fold change (FC) ≥ +6σ, p-value ≤ 0.05) in response to DAPT treatment (Fig. 1b, red) (Supplementary Table S1). Conversely, known Notch target genes involved in HC fate repression (e.g. *Hey1*^16^, *HeyL*^13^) and pro-sensory development (e.g. *Jag1*^22^, *Sox2*^23^ were among the genes that were significantly down-regulated (FC ≤ −6σ, p-value ≤ 0.05) in response to DAPT. However, a large fraction of the genes downregulated in response to DAPT treatment had no known association with processes related to HC fate repression or pro-sensory development (e.g. *Slc22a3, Slitrk6)* (Fig. 1b, blue). 

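Of 13 HC transcription factors and regulators, 11 rose with DAPT and none fell when adjusted over the list alone, and 0 passed over all genes. *Atoh1*, the transcription factor that HC formation requires, had a log2 signal of 10.41 ± 0.17 (SD, n = 3) in control and 11.59 ± 0.22 (SD, n = 3) in DAPT samples, a difference of 1.18 (standard error 0.08). *Pou4f3* rose by 1.11 (standard error 0.14) and *Nhlh1* by 1.05 (standard error 0.10), each in all 3 experiments. *Nhlh2*, at 0.02, and *Rest*, at −0.03, did not pass. Of 35 genes of HC structure and function, such as stereocilia and synapse genes, 24 rose over the list alone, none fell, and 0 passed over all genes. Among them were the calcium-binding protein gene *Calb2*, at 1.00 (standard error 0.08), and *Ptprq*, at 0.91 (standard error 0.13). Of 7 Notch ligands and modifiers that HCs express, 5 rose over the list alone and none fell, among them *Jag2*, which the list of regulators holds too. *Dlk2* rose by 0.99 (standard error 0.07), *Mfng* by 0.79 (standard error 0.09), *Jag2* by 0.60 (standard error 0.07) and *Dll1* by 0.60 (standard error 0.08), while *Dlk1* at 0.25 and *Dll4* at −0.23 did not pass. All 3 lists stood above the other genes in the set test camera at its preset correlation, with adjusted p = 3.59e-16, 2.39e-24 and 4.08e-09 from limma. With an estimated correlation the adjusted p was 0.200, 0.177 and 0.177. In that form camera tests on the few residual degrees of freedom of the blocked fit and can call hardly any list. It therefore does not decide, and the set test fry called all 3. The estimated correlation was 0.19, 0.101 and −0.155 and the preset one 0.01. For the first 2 lists the preset form may therefore overstate the evidence. The study printed 7, 7 and 5 members of the lists in its own tables from these arrays, so those members are not independent evidence. They also enter the set tests. The 5 are all the ligands and modifiers that rose, so that list gives no independent evidence of a rise. The 24 structural genes became 1 without the block by experiment, between 0 and 5 when any single array was left out of that unblocked fit, 14 without experiment 3, and 0 in the plain one-way and the plain paired comparison. The 11 regulators became 6 in each of these plain comparisons. The paper relates the rise of HC transcription factors and HC Notch components to a disrupted HC-repressive function of Notch signaling.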

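Of 11 Notch target and pathway effector genes, 9 fell with DAPT over the list alone, none rose, and 0 passed over all genes. The transcriptional repressor gene *Hey1* went from a log2 signal of 10.52 ± 0.09 (SD, n = 3) in control to 9.23 ± 0.43 (SD, n = 3) in DAPT samples, a difference of −1.29 (standard error 0.15). Its relative *Heyl* fell by 1.17 (standard error 0.17), *Hey2* by 0.78 (standard error 0.09) and *Hes5* by 0.56 (standard error 0.09). *Hes7* at 0.02 and *Dtx1* at 0.16 did not pass. Of 14 genes of pro-sensory development, 6 fell over the list alone and none rose. The Notch ligand gene *Jag1*, which both lists hold, fell by 1.24 (standard error 0.09), with an adjusted p of 0.059 from limma over all genes. *Sox2*, a transcription factor gene of sensory progenitors, fell by 0.85 (standard error 0.16), and *Gata3*, at −0.32, did not pass. Of 17 genes of the Notch receptors and their processing, 0 passed in limma over the list alone and 2 had an unadjusted p under 0.05. These were *Notch1* at −0.36 and *Notch3* at −0.28, of which *Notch3* passed in the list of effectors. In camera the effectors had an adjusted p of 4.32e-15 and the pro-sensory genes of 1.78e-10, which became adjusted p = 0.222 and 0.268 with an estimated correlation. The study's tables hold 8 of the effectors and 5 of the pro-sensory genes, so those are not independent evidence, though they enter camera too. Of the 9 effectors that fell only *Notch3*, at −0.28, stands outside the study's tables. The 6 pro-sensory genes became 2 in the plain one-way and 0 in the plain paired comparison, and without the block by experiment they were 5, and 3 when DAPT replicate 3 was left out as well.

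**Figure D1:**
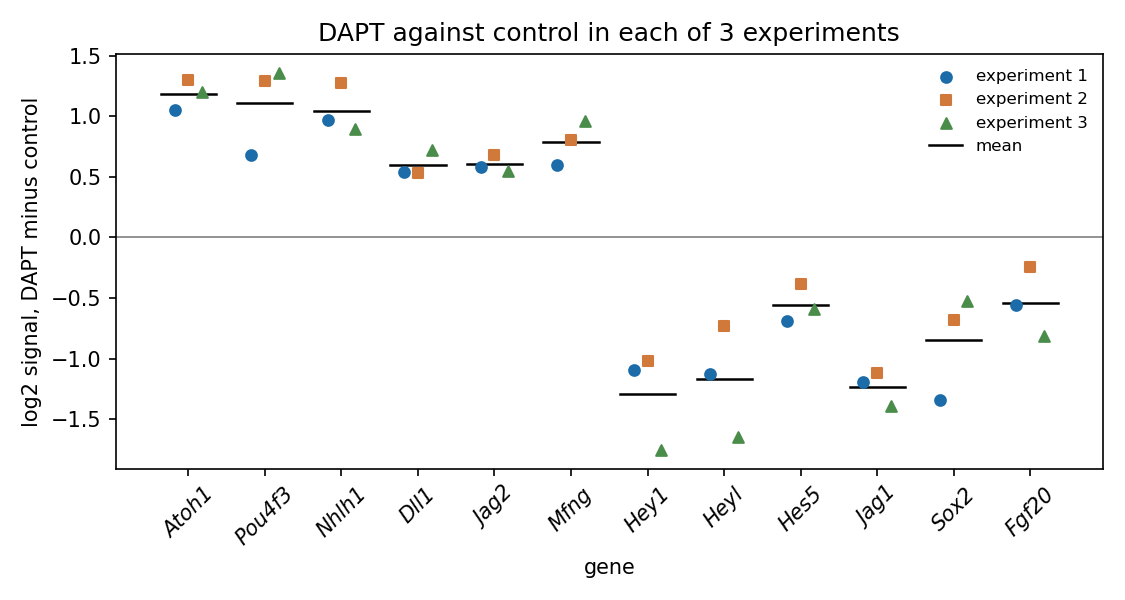
Log2 signal in DAPT minus control samples (y axis) for 12 genes (x axis) in each of 3 experiments. Symbols mark the experiments and the black line their mean. *Atoh1*, *Pou4f3*, *Nhlh1*, *Dll1*, *Jag2* and *Mfng* lie above 0 and *Hey1*, *Heyl*, *Hes5*, *Jag1*, *Sox2* and *Fgf20* below 0 in every experiment.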

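*Slitrk6*, which encodes a transmembrane protein of neurite growth, had a log2 signal of 12.01 ± 0.27 (SD, n = 3) in control and 10.83 ± 0.04 (SD, n = 3) in DAPT samples, a difference of −1.18 (standard error 0.11, adjusted p = 0.0954 from limma over all genes). *B3galt2*, a galactosyltransferase gene, had a difference of −0.94 (standard error 0.10), and a second, dimmer cluster of the gene had −0.07. The adaptor gene *Shc3* had −0.82 (standard error 0.19). Of 9 genes that the study went on to measure in purified SCs, all 9 fell over the list alone. The study chose them on these arrays, so this is not independent evidence, and with an estimated correlation the adjusted p of the list was 0.177. *Slc22a3* was not analysed here. Of 23 SC genes, 6 fell over the list alone and 1, *S100b* at 0.31, rose. Of those that fell only *Sparcl1*, at −0.28, stands outside the study's tables, which hold the other 5, so these are not independent evidence, and the lists of Notch effectors or pro-sensory genes hold the same 5. *S100a1* at 0.02, *Slc1a3* at 0.02, *Otog* at −0.09 and *Fgfr3* at −0.07 did not pass. The signs of these 4 turned when single arrays were left out. The SC list had an adjusted p of 1.8e-07 in camera and of 0.177 with an estimated correlation, and 0 of its genes fell in the plain one-way and the plain paired comparison. Without the block by experiment 5 fell, and when a single array was left out as well, 0 without control replicate 1 and 3 without DAPT replicate 3.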

To confirm the microarray data, the differential expression of select genes was independently analyzed using RT-qPCR. 

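Of the 36 genes of Table 1, 34 were matched to a cluster. All 34 were lower with DAPT in each of the 3 experiments, with a median log2 difference of −0.63, and all 34 fell over the list alone in limma. The study chose the list on these arrays, so this is not independent evidence of the direction, and 0 of them passed over all genes. Over the list alone 26 passed in the plain one-way and 1 in the plain paired comparison. *Trh*, which encodes thyrotropin-releasing hormone, had −0.77 (standard error 0.13), and *Trhr*, which encodes its receptor, had −0.58 (standard error 0.15). *Crhbp*, a gene for a protein that binds corticotropin-releasing hormone, had −0.64 (standard error 0.08). *C030013G03Rik* had −0.52 (standard error 0.08). *Xist*, the RNA that silences an X chromosome in female cells, had −0.93, −0.72 and −0.12 in experiments 1, 2 and 3. The mean difference of 4 Y-linked genes was 0.09, 0.32 and −0.09 in the same experiments.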

For the top ranked DAPT down-regulated genes (FC ≤ −6σ; p value ≤ 0.05), the validation rate was more than 91% (22 out of 24 tested) (Table 1). To uncover the biological processes associated with these newly uncovered Notch-regulated genes, we performed gene ontology (GO) enrichment analysis using DAVID^24^,^25^. As expected, genes involved in mechanoreceptor differentiation and cell fate commitment were significantly enriched in the list of DAPT down-regulated genes (FC ≤ −1.215, p-value ≤ 0.07). 

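Of 5 genes that the study lists under mechanoreceptor differentiation, 4 were measured and all 4 fell with DAPT over the list alone. *Hes1*, a repressor gene downstream of Notch, had a log2 signal of 9.25 ± 0.17 (SD, n = 3) in control and 8.49 ± 0.23 (SD, n = 3) in DAPT samples, a difference of −0.77 (standard error 0.10). *Fgf20*, which encodes a growth factor of the pro-sensory domain, had −0.54 (standard error 0.12). Of 7 genes under cell fate commitment, 6 were measured and all 6 fell over the list alone. *Prox1*, a transcription factor gene of SC precursors, had −0.82 (standard error 0.16) and *Fgf3* had −0.46 (standard error 0.10). *Ntf3* was not analysed here. The lists hold genes that the study had selected as lower on these arrays, so the counts are not independent evidence, and none of the genes passed over all genes in limma. In the plain one-way comparison 4 of the 6 genes of cell fate commitment passed over the list and in the plain paired comparison 0. The enrichment test itself was not repeated.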

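Under cell-cell signaling the study lists 7 genes, of which 5 were measured and all 5 fell with DAPT over the list alone in limma. Under neurotransmitter transport 3 of 4 genes were measured and all 3 fell over the list alone. These were the noradrenaline transporter gene *Slc6a2*, with a log2 difference of −0.31 (standard error 0.08), the scaffold gene *Lin7a*, with −0.33 (standard error 0.09), and *Wnt7a*, with −0.28 (standard error 0.08). Under synaptic transmission 3 of 5 genes were measured and all 3 fell over the list alone. Under cell surface receptor linked signal transduction 20 of 22 genes were measured and all 20 fell over the list alone. They included *Mrgprh*, at −0.24 (standard error 0.08), and *Gdf6*, a BMP-family growth factor gene, at −0.36 (standard error 0.11). The study drew these genes from those lower on the same arrays, so the counts are not independent evidence, and none passed over all genes. In the plain paired comparison 0 genes passed in any of the 4 lists, and the plain one-way comparison passed 0, 1, 0 and 4 in the order given. The fit without the block by experiment passed 4, 2, 2 and 16, and when a single array was left out as well, between 2 and 4, 0 and 1, 1 and 2, and 9 and 15. *F2rl1* was not analysed here.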

GO enrichment analysis also revealed a previously unappreciated association of Notch signaling with cell-cell signaling, neurotransmitter-transport, synaptic transmission and signal transduction (Supplementary Table 2).

In the *p27/GFP* reporter line GFP is specifically expressed in post-mitotic pro-sensory cells and differentiating SCs, which allows their purification by fluorescent activated cell sorting (FACS)^3^,^26^. To confirm Notch-dependent gene regulation selectively in differentiating SCs, we FACS-purified SCs (*p27/GFP*^+^) from control (Fig. 2a) and DAPT (Fig. 2b) treated *p27/GFP* transgenic cochlear explants stage E15.5 and analyzed gene expression using RT-qPCR. We selected *Slitrk6, Ntf3, Igfbp3, Cyp26b1*, *Inhba, Dkk3, B3galt2, Shc3, Gpr126 and Slc22a3* to be further analyzed. *Hey1*, a pro-sensory and SC-specific Notch target gene, functioned as a positive control. All genes tested were 2–4 fold higher expressed in FACS-purified SCs (*p27/GFP*^+^ control) than unfractionated cochlear epithelial cells (CE control) (Fig. 2c). Moreover, similar to the known Notch target gene *Hey1*, expression of *Slitrk6, Ntf3, Igfbp3, Cyp26b1, Dkk3, Inhba, B3galt2, Shc3, Gpr126* and *Slc22a3* was significantly reduced in SCs purified from DAPT-treated cochlear explants (*p27/GFP*^+^ DAPT) compared to SCs purified from control cochlear explants (*p27*/*GFP*^+^ control) (Fig. 2c), suggesting that Notch signaling positively regulates their SC-specific expression.

We next performed *in situ* hybridization (ISH) experiments on cochlear tissue stages E15.5–E16.5 to characterize the expression pattern of the newly identified Notch-regulated genes. At stage E15.5 and E16.5, HCs and SCs have already formed in the basal cochlear segment (base, mid-base); while in the more apical segment of the cochlea (mid-apex, apex) pro-sensory cells have yet to differentiate. Based on our ISH data as well as published expression data the majority of newly identified Notch-regulated genes can be grouped into two categories. The first category contains genes that are already highly expressed in undifferentiated HC and SC precursors as well as differentiating SCs as shown here for *Shc3* (Fig. 2e,e’) and as previously reported for *Slitrk6*^27^, *Ntf3*^28^ and *Cyp26b1*^29^. The second category contains genes that are upregulated during differentiation and are limited to differentiating SCs and/or cells of the greater epithelial ridge (GER) as shown here for *Lnfg* (Fig. 2d,d’), *Dkk3* (Fig. 2f,f’) and *Daam2* (Fig. 2g,g’) and as previously reported for *Igfbp3*^30^ and *Inhba*^31^.

### Canonical Notch signaling positively regulates SC-specific genes *in vivo*

Although GSIs like DAPT are widely used to inhibit Notch signaling, some of the observed changes in gene expression may be due to the inhibition of GS-dependent processes other than Notch signaling^32^. To independently confirm that canonical Notch signaling is indeed required for the regulation of the newly identified DAPT down-regulated genes, we chose to use the dominant-negative Master Mind-Like1 (DnMAML1) mouse line to specifically inhibit Notch mediated transcriptional activation in the developing cochlea. Upon Cre mediated excision of a stop cassette, the *ROSA26* promoter drives the expression of a truncated form of the human MAML1 protein fused to GFP^33^. This fusion protein forms a transcriptionally inactive complex with NICD and RBP-J, and competition with the wild-type MAML proteins abrogates Notch signaling elicited from all possible Notch ligand-receptor interactions (Fig. 3i). We used the *Pax2-Cre* line to drive inner ear-specific expression of DnMAML1^34^. *Pax2-Cre; ROSA26*^*DnMAML*1/+^ animals were examined at E18.5 to circumvent neonatal lethality. At E18.5, HC and SC differentiation is largely completed, and in wild type (control) cochleae myosinVIIa (MYO7A) expressing HCs are arranged in three rows of outer HCs and one row of inner HCs (Fig. 3a,c). The length of DnMAML1 expressing cochleae was unchanged compared to control (Fig. 3l); however, HCs were miss-patterned (Fig. 3b,d) and the number of inner HCs was significantly increased compared to control (Fig. 3j,l). Moreover, in contrast to the uniform orientation of actin-rich HC bundles seen in control cochleae, HC bundles were severely disoriented in DnMAML1 expressing cochleae (Fig. 3c,d). At E18.5 SCs in the base are largely differentiated and based on the morphology and location of their SOX2^+^ nuclei can classified as border cells, inner phalangeal cells, inner and outer pillar cell and Deiters’ cells (Fig. 3a,e). SCs were largely retained in DnMAML1 expressing cochleae (Fig. 3b,f); however Deiters’ cell nuclei were enlarged and the density of basally located Deiters’ cells was modestly reduced in DnMAML1 expressing cochleae compared to control (Fig. 3g,h,k).

To determine whether the newly identified DAPT down-regulated genes are positively regulated by Notch signaling *in vivo*, we isolated cochlear epithelia from E18.0 *Pax2-Cre; ROSA26*^*DnMAML1*/+^ embryos and wild type (control) littermates, prepared RNA and performed RT-qPCR to analyze gene expression. The known Notch target genes *Hes5, Hey1, Sox2* and *Jag1* served as positive controls. As expected, we found that *Hes5, Hey1, Sox2* and *Jag1* transcripts were significantly down-regulated in the DnMAML1 expressing cochlear epithelia, whereas the expression of the SC marker gene *S100a1* was not significantly reduced^35^ (Fig. 3m). Furthermore, our RT-qPCR experiments revealed that all the examined genes (*Slitrk6, Ntf3, Igfbp3, Cyp26b1, Dkk3, Daam2, Shc3, B3galt2, Colgalt2* and *Slc22a3)*, were significant down-regulated in DnMAML1 expressing cochlear epithelia as compared to wild type cochlear epithelia (Fig. 3m), indicating that canonical Notch signaling is required to maintain these SC-specific genes *in vivo*.

### Ectopic Notch signaling activates a SC-specific gene expression program

Previous studies revealed that over-expression of the Notch1 intracellular domain (N1ICD) is sufficient to induce ectopic sensory patches that contain both HC and SC-like cells in non-sensory otic regions at early stages of otic development^22^,^36^,^37^. However, after E12.5 activation of Notch signaling in non-sensory cochlear epithelial cells is not sufficient to induce ectopic HCs, even though the pro-sensory/SC-specific gene *Sox2* is induced in N1ICD expressing cell^38^,^39^,^40^. We examined whether Notch over-activation after E12.5 is sufficient to induce the newly identified Notch-regulated genes. Specifically, we used the *Emx2*^*Cre*/+^ line^41^, which turns on *Cre* expression at around E13.5^16^, and allows for ectopic expression of *N1ICD (ROSA26*^*N1ICD*^)^42^ throughout the cochlear epithelial duct.

As *Emx2*^*Cre*/+^*; ROSA26*^*N1ICD*/+^ (N1ICD) animals die at birth, we limited our analysis to late embryonic stages (E18.0–E18.5). The cochlear lumen of N1ICD over-expressing cochleae was severely enlarged and malformed compared to wildtype control cochleae (Fig. 4a–d). As expected, we found scattered clusters of ectopic SOX2^+^ cells throughout non-sensory regions of N1ICD overexpressing cochlear duct. Consistent with previous reports, the ectopic SOX2^+^ cell clusters were void of ectopic MYO7A^+^ HCs (Fig. 4c,c”). Interestingly, in contrast to the normal compliment of three outer HCs seen in wild type (control) cochleae (Fig. 4a,a’), outer HCs were frequently missing in the N1ICD over-expressing cochleae, ranging from only two outer HCs to no outer HCs (Fig. 4c,c’). To determine whether Notch activation is sufficient to drive the expression of the newly identified Notch-regulated genes, we isolated cochlear epithelia from E18.0 N1ICD mutant embryos and wild type (control) littermates, prepared RNA and used RT-qPCR to analyze gene expression in these RNA samples. Notch target genes *HeyL* and *Jag1* functioned as positive controls. 11 out of the 12 newly identified Notch-regulated genes tested showed an increase in gene expression as a result of ectopic activation of Notch signaling. The expression of *Igfbp3, Slc6a14, Slitrk6, Daam2, Shc3, Dkk3, Gpr126* and *Inhba* was significantly increased in response to Notch over-activation; *Scl22a3, Ntf3* and *Cyp26b1* expression was increased, but the level of induction varied substantially across the examined N1ICD samples (Fig. 4e). Next we analyzed the expression of genes that are characteristic of SCs (*S100a1*^35^*, Slc1a3* (GLAST)^43^, *Otog*^44^*, Prox1*^45^ and *Fgfr3*^46^). The expression of these SC-specific marker genes was significantly up-regulated in N1ICD over-expressing cochlear epithelia compared to control cochlear epithelia (Fig. 4e). These findings suggest that Notch signaling is sufficient to activate a SC-specific gene expression program in the differentiating cochlea.

To determine whether Notch over-activation produced ectopic SC-like cells we stained E18.0 wild type and N1ICD over-expressing cochlear tissue with a pan S100 antibody, which in the neonatal cochlea marks Deiters’ cells and pillar cells^47^. In control cochlear tissue, anti-S100 staining marked SOX2^+^ pillar cells and SOX2^+^ Deiters’ cells; outside the sensory epithelium anti-S100 staining marked SOX2^−^ cells of the presumptive stria vascularis (Fig. 4b,b’)^48^. In the N1ICD over-expressing cochleae, ectopic anti-S100 staining was observed in the HC layer atop of pillar cells and Deiters’ cells (Fig. 4d,d’). Furthermore, in N1ICD over-expressing cochlear epithelia, due to the increase in outer SCs and the decrease in outer HCs, the outer SC/outer HC ratio was significantly increased compared to wild type cochlear epithelia (N1ICD: 8.10 ± 2.42; control:1.71 ± 0.02, n = 3, p-value ≤ 0.05) (Supplementary Table S3). It is possible that outer HCs death contributes to the observed N1ICD mutant phenotype. For instance, adenoviral overexpression of PROX1, a known Notch-regulated SC-specific transcription factor causes the death of outer HCs through inhibiting the expression of HC-specific transcription factor GFI1^49^. However, recent studies found no defects in outer HC survival when Notch signaling was ectopically activated in differentiating HCs^50^,^51^. These findings and our observation that the decrease in the number of outer HCs is accompanied by an increase in the number of outer SCs, suggests that outer HC precursors switched fate and differentiated into outer SC-like cells. We also observed infrequently clusters of SOX2^+^ S100^+^ cells outside the sensory epithelium, however the majority of ectopic SOX2^+^ clusters were S100^−^ (Fig. 4d,d”). Taken together, these data suggest that Notch signaling is sufficient to ectopically induce a SC-like fate in undifferentiated HC precursors and in a subset of cochlear epithelial cells.

### Reduction in canonical Notch signaling results in progressive Deiters’ cell loss

To determine whether physiological levels of Notch signaling are required for proper SC development, we re-examined the SC phenotype in DnMAML1 expressing cochleae. Our initial analysis of stage E18.5 *Pax2-Cre; ROSA26*^*DnMAML1*/+^ animals revealed mild defects in SC patterning and morphology and a mild reduction in the number of basally located outer SCs, namely Deiters’ cells. One possibility for the loss of Deiters’ cells is SC-to-HC conversion; however, the reduction in Deiters’ cells in the DnMAML1 expressing cochleae was not accompanied by an increase in outer HCs (Fig. 3j,k). To determine whether defects in Deiters’ cell development become more pronounced at later stages we modified our experimental approach. We examined *Emx2*^*Cre*/+^*; Rosa26*^*DnMAML1*/+^ animals, which in contrast to *Pax2-Cre; ROSA26*^*DnMAML1*/+^ animals, survive past birth, allowing us to characterize SCs as they undergo postnatal differentiation and maturation. As observed in the *Pax2-Cre; ROSA26*^*DnMAML1*/+^ late embryonic cochleae, cochlear length was unchanged in *Emx2*^*Cre*/+^*; ROSA26*^*DnMAML1*/+/+^ postnatal cochleae (P0 and P5) compared to wild type (control) littermates (Fig. 5m). However, as already observed in *Pax2-Cre; ROSA26*^*DnMAML1*/+^ cochleae, HCs were miss-patterned in the *Emx2*^*Cre*/+^*; ROSA26*^*DnMAML1*/+^ postnatal cochleae (P0 and P5), and the number of inner HCs was significantly increased compared to wild type (control) littermates, whereas the number of outer HCs remained relative unchanged (Fig. 5a–l,n,o). In contrast to the relative stable HC phenotype, the outer SC phenotype significantly worsens between P0 and P5 in DnMAML1 expressing cochleae (Fig. 5a’–l’). At P0, Deiters’ cell loss was only evident in the base of the DnMAML1 expressing cochleae (Fig. 5b’). However, five days later at P5, Deiters’ cells were missing throughout the length of the cochlear duct in DnMAML1 expressing cochleae and the number of 2^nd^ and 3^rd^ row Deiters’ cells was significantly reduced compared to P5 control cochleae (Fig. 5p). Deiters’ cells in P5 DnMAML1 expressing cochleae had enlarged cell nuclei and their nuclear arrangement was disorganized (Fig. 5h’), a large contrast to the stereotypical arrangement of wild-type Deiters’ cell nuclei (Fig. 5g’), suggesting that prolonged reduction in canonical Notch signaling results in progressive degeneration of Deiters’ cells. What could be the molecular basis for the observed defects? In DnMAML1 expressing cochleae *Jag1* expression is severely reduced (Fig. 3m). It has been previously shown that early otic deletion of *Jag1* or a reduction in JAG1 activity causes complex auditory defects; inner HCs are overproduced, whereas outer HCs and their accompanying Deiters’ cells are reduced in number or largely missing^8^,^9^,^52^,^53^,^54^. To examine the function of JAG1 in the differentiating cochlea, we conditionally deleted *Jag1* using the *Emx2*^*Cre*/+^ line and a previously developed *Jag1* floxed line^8^. Ablation of *Jag1* at ~E13.5 resulted in similar auditory defects as previously reported for early otic ablation paradigms. The *Jag1* mutant (*Emx2*^*Cre*/+^; *Jag1*^*^Δ/Δ^*^) sensory epithelia contained doublets of inner HCs throughout the length of the cochlear duct and contained few scattered outer HCs in the midbase. Moreover, Deiters’ cells were largely missing from the *Jag1* mutant cochleae (Supplementary Fig. S1). These findings suggest that JAG1 function is critical for the differentiation of the lateral pro-sensory domain. Thus, the severely reduced expression of *Jag1* in DnMAML1 expressing cochleae might be the basis for the abnormal Deiters’ cells differentiation and eventual Deiters’ cell loss.

### Ablation of canonical Notch signaling causes differentiating Deiters’ cells to die

To independently confirm the requirement of canonical Notch signaling for proper Deiters’ cell development, we decided to abolish Notch-mediated transcriptional activation selectively in differentiating outer SCs. The transcription factor RBP-J is critical for the transcriptional output of Notch (1-4) receptor signaling and ablation of the *Rbpj* gene abolishes canonical Notch signaling within that cell. Early otic deletion of *Rbpj* results in severe defects in auditory sensory development due to defects in pro-sensory maintenance and or HC precursor survival respectively^38^,^55^. To bypass the early requirement for RBP-J we selectively deleted the *Rbpj* gene at later stages in differentiating Deiters’ cells and pillar cells using the recently developed tamoxifen inducible *Fgfr3-iCreER* transgenic line^56^. In the differentiating cochlea *Fgfr3-iCreER* is similar to endogenous *Fgfr3* highly expressed in the lateral sensory domain, including pillar cells, Deiters’ cells and outer HCs^57^. Tamoxifen was administrated at E14.5 and E15.5 to pregnant dams, and the HC and SC phenotype was analyzed three days later at stage E18.5 in control (*Fgfr3-iCreER; Rbpj*^Δ/+^) (Fig. 6a,c,e–j) and *Rbpj* mutant *(Fgfr3-iCreER; Rbpj*^Δ/−^) littermates (Fig. 6b,d,k–p). Deletion of *Rbpj* did not alter cochlear length (Fig. 6q). However, SOX2 staining revealed large gaps/holes in the *Rbpj* mutant SC layer, which corresponded to missing Deiters’ cells (Fig. 6b,d,n,o). The observed loss in Deiters’ cells in *Rbpj* mutant cochleae was not accompanied by an increase in outer or inner HCs (Fig. 6r–t). However, due to the loss of surrounding Deiters’ cells, outer HCs clumped together, and outer HC arrangement was severely disorganized in the base and mid segment of the *Rbpj* mutant cochleae (Fig. 6k,l). Moreover, TUNEL staining revealed apoptotic cells within the outer SC layer in *Rbpj* mutant, but not in control cochlear tissue, suggesting that in the absence of *Rbpj*, Deiters’ cell survival is compromised (Fig. 6c,d). The remaining *Rbpj* mutant Deiters’ cells had severely enlarged cell nuclei, indicating cellular stress and/or injury (Fig. 6d,n,o). Interestingly, pillar cells, particularly inner pillar cells, were largely unaffected by the loss of *Rbpj* (Fig. 6b,s). FGFR3 signaling, which is highly activated in differentiating pillar cells plays a key role in their differentiation^58^,^59^, and it is likely that FGFR3 signaling largely compensated for the loss of Notch signaling in pillar cells.

## Discussion

Despite the importance of canonical Notch signaling for vertebrate development, only a limited number of Notch target genes have been identified and characterized in various tissues. In the developing inner ear, genes functioning in pro-sensory cell development (*Sox2, Jag1, and Fgf20*) and HC fate repression (*Hey1, Hey2, HeyL, Hes1, Hes5*) have been shown to be transcriptionally regulated/co-regulated by Notch signaling^60^. Our study identifies a new class of Notch regulated SC-specific genes, with functions largely unrelated to pro-sensory development and HC fate repression. Among these genes are known direct Notch target genes *Gucy1a3, Gucy1b3, Inhba*^61^*, Fabp7*^62^, *Igfbp3*^63^*, and Nrarp*^64^. However, for the majority of genes it is unknown whether Notch signaling acts directly or indirectly on their transcription and future studies are warranted. 

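*Igfbp3*, which encodes a binding protein of insulin-like growth factors, had a log2 signal of 10.36 ± 0.23 (SD, n = 3) in control and 9.23 ± 0.23 (SD, n = 3) in DAPT samples on the arrays, a difference of −1.12 (standard error 0.11). *Fabp7*, a fatty acid-binding protein gene, had −0.97 (standard error 0.15) and was the 1 of 10 glial genes that fell over the list alone. *Gucy1b1* and *Gucy1a1* (*Gucy1b3* and *Gucy1a3* in the paper), which encode the subunits of soluble guanylate cyclase, had −0.72 (standard error 0.10) and −0.62 (standard error 0.10). *Inhba*, which encodes an activin subunit, had −0.66 (standard error 0.10), and *Nrarp*, a feedback regulator gene of Notch, had −0.53 (standard error 0.11). None passed over all genes in limma. Both cyclase genes also stand in a list of 18 pericyte and smooth muscle genes, of which 9 fell and 1, *Anpep* at 0.44, rose over the list alone. Without the block by experiment *Fabp7* no longer passed in the glial list. The 9 became 1 without that block, 4 without experiment 2, and 0 or 1 when any single array other than control replicate 1 was left out of the unblocked fit, and both the 9 and the glial gene became 0 in the plain one-way and the plain paired comparison. In camera this list had an adjusted p of 5.1e-07, and adjusted p = 0.268 with an estimated correlation. Of 17 endothelial and 15 mesenchymal genes, 0 passed in limma over either list, where 3 and 1 had an unadjusted p under 0.05.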

Among the newly identified Notch-regulated genes are genes that play key roles in cell signaling pathways including Wnt (*Dkk3*^65^*, Daam2*^66^), Igf1r (*Igfbp3*^67^), Activin (*Inhba*^68^) and retinoic acid (*Cyp26b1*^69^) signaling, revealing a previously unappreciated level of cross-talk between Notch signaling and these developmentally important signaling pathways. Also among the top ranked Notch-regulated genes are genes that are critical for cochlear innervation (*Ntf3* and *Slitrk6*)^27^,^70^ as well as synaptogenesis (*Ntf3*)^71^, implicating a regulatory role for Notch signaling in these developmental processes. In addition, the presence of genes that function in amino acid/neurotransmitter transport (*Slc6a14*^72^*, Slc22a3*^73^) and nitric oxide/cGMP signaling (*Gucy1a3, Gucy1b3*)^74^, suggests that Notch signaling might function in SC physiology and cochlear homeostasis.

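*Dkk3*, which encodes a secreted protein of the Dickkopf family, had a log2 signal of 9.02 ± 0.14 (SD, n = 3) in control and 8.42 ± 0.29 (SD, n = 3) in DAPT samples on the arrays, a difference of −0.60 (standard error 0.09). It was the only gene among 16 Wnt targets and regulators that fell over the list alone, and none rose. *Daam2*, a formin gene, had −0.30 (standard error 0.09) and did not pass over that list, nor did *Axin2*, a common readout of Wnt signaling, at 0.04. *Cyp26b1*, which encodes an enzyme that breaks down retinoic acid, had −0.52 (standard error 0.10) and was the only gene to fall among 11 genes of retinoic acid signaling, while *Cyp26c1*, at 0.33, did not pass. In camera the Wnt and retinoic acid lists had an adjusted p of 0.025 and 0.0401, and adjusted p = 0.304 and 0.309 with an estimated correlation. Over the lists alone 0 Wnt genes fell without the block by experiment or without experiment 1 or 2, 0 retinoic acid genes without the block or without experiment 1 or 3, and 0 of either in the plain one-way and the plain paired comparison. Camera called neither list without the block, nor the Wnt list without experiment 3, nor the retinoic acid list without experiment 1 or 2. None of these genes passed over all genes in limma.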

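Of 18 genes of axon guidance and innervation measured on the arrays, only *Slitrk6* fell with DAPT over the list alone, by 1.47, 1.09 and 0.97 on the log2 scale in experiments 1, 2 and 3, and none rose. It did not pass over the list in the plain paired comparison. *Bdnf*, a neurotrophin gene, had 0.21, and the semaphorin gene *Sema3a* had −0.20, and neither passed. The list as a whole had an adjusted p of 0.287 in camera from limma. Of 16 neuronal genes, 0 passed in limma over the list alone and 0 had an unadjusted p under 0.05. *Ntf3* was not analysed here.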

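*Slc6a14*, an amino acid transporter gene, had a log2 signal of 7.83 ± 0.36 (SD, n = 3) in control and 7.10 ± 0.79 (SD, n = 3) in DAPT samples on the arrays. Its difference was −1.93, −0.43 and 0.16 in experiments 1, 2 and 3, and it did not pass, with an adjusted p of 0.707 from limma over all genes. Of the 3 genes that the study lists under cGMP metabolism, all 3 fell over the list alone. The phosphodiesterase gene *Pde5a*, whose product breaks down cGMP, had −0.33 (standard error 0.08). The study chose these genes on the same arrays, so this is not independent evidence, and 1 of them passed in the plain one-way comparison. The fit without the block by experiment passed 2, and 1 when DAPT replicate 1, DAPT replicate 2, control replicate 2 or control replicate 3 was left out as well.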

Is Notch signaling sufficient to induce a SC fate? Our analysis of the *Emx2*^*Cre*/+^*; ROSA26*^*N1ICD*/+^ mutant cochleae suggests that Notch signaling promotes a SC-specific gene expression program, but the ability of Notch signaling to ectopically induce SC-like-cells is highly cell context dependent. Previous studies showed that Notch over-activation in undifferentiated inner ear sensory epithelia significantly reduces the number of HCs^22^,^37^,^75^. Here, we provide evidence that ectopic Notch activation in outer HC precursors not only represses a HC-specific program, but instructs outer HC precursors to differentiate into S100^+^ SOX2^+^ outer SC-like cells. In contrast to outer HCs, inner HCs form relatively normal in *Emx2*^*Cre*/+^*; ROSA26*^*N1ICD*/+^ mutant cochlea. Inner HCs are the first cells to differentiate, and it is likely that these cells have already initiated a HC-specific program at the time of Notch over-activation, rendering them unresponsive to Notch-mediated reprogramming. Support for this idea comes from two recent studies, which show that ectopic Notch activation in differentiating auditory HCs is not sufficient to halt the initial phase of their HC-specific program^39^,^51^. Outside the sensory epithelium we only infrequently observed ectopic patches of SC-like cells, suggesting the existence of inhibitory factors/signals that might actively repress the conversion of these cells into SC-like cells.

Is canonical Notch signaling required for SC development? Our analysis revealed that prolonged reduction (*DnMAML1* transgenic) or ablation of canonical Notch signaling (*Rbpj* mutant) resulted in a selective loss of outer SCs (Deiters’ cells). The progressive loss of Deiters’ cells was not due to SC-to-HC conversion as no corresponding increase in the number of outer or inner HCs was observed. Instead, the gradual decrease in the number of Deiters’ cells in DnMAML1 expressing cochleae, as well as the presence of TUNEL positive Deiters’ cells in *Rbpj* mutants suggest that attenuation or loss of canonical Notch signaling causes differentiating Deiters’ cells to initiate an apoptotic or necrotic-like process and die. Why do Deiters’ cells die in the absence of canonical Notch signaling? One plausible explanation is that in the absence of Notch signaling genes, critical for SC differentiation, are absent, causing cell stress and subsequent cell death. Alternatively, Notch signaling may be required for the expression of a pro-survival gene(s), which once lost results in cell death. Interestingly, in *Rbpj* mutant and in DnMAML1 expressing cochleae basal Deiters’ cells were more affected than Deiters’ cells located further apically. Furthermore, Deiters’ cells located at the lateral edge of the sensory epithelium were more affected than more medially located Deiters’ cells. This graded response suggests the existence of additional signals that modulate Notch-dependency in differentiating SCs. Candidates are FGFR signaling and Sonic Hedgehog signaling, which have been recently reported to modulate Notch-dependent gene expression in pillar cells and apical pro-sensory cells respectively^13^,^76^.

The observed Deiters’ cell survival defect and the lack of ectopic outer HCs in *DnMAML1* transgenics and *Rbpj* mutants is in stark contrast to the HC and SC phenotypes in *Notch1 mutants and Dll1/Jag2* compound mutants; in these mutants outer HCs are overproduced at the cost of Deiters’ cells^11^. How can these differences be explained? It could be reasoned that the observed defects in *Rbpj* mutants and *DnMAML1* transgenics are due to the disruption of functions independent of the Notch signaling pathway. In the absence of NICD, RBP-J functions as a repressor, thus loss of *Rbpj* not only disrupts Notch-mediated gene activation but leads to an upregulation of genes normally repressed by RBP-J. In addition, both RBP-J and the MAML co-factors are known to participate in transcriptional activator complexes independent of NICD^77^,^78^. However, to date, no overlap in the Notch-independent functions of RBP-J and MAML proteins has been reported, making it extremely unlikely that the defects in SC survival observed in *Rbpj* mutants and *DnMAML1* transgenics were caused by the disruption of Notch-independent processes.

There are some similarities between the cochlear phenotypes of *Rbpj* mutants, *DnMAML1* transgenics and *Jag1* mutants. In contrast to early otic ablation of *Notch1*, early otic ablation of the *Jag1* results in ~2-fold increase in the number of inner HCs, but a severe reduction in the number of outer HCs and their surrounding Deiters’ cells^8^,^9^,^52^. The reduced number of outer HCs and Deiters’ cells observed in *Jag1* mutants has been attributed to defects in pro-sensory domain formation^9^; however this interpretation has been called into question by a more recent study that found no defects in pro-sensory domain formation or maintenance after early otic-specific deletion of *Jag1*^38^. We found that ablation of *Jag1* just prior to cochlear HC differentiation results in a similar cochlear phenotype than early otic deletion, suggesting that JAG1-activated Notch signaling is required for proper differentiation of the lateral sensory domain rather than its specification or maintenance. Thus, the attenuation/loss of JAG1 activated Notch signal in DnMAML1 expressing and *Rbpj* mutant cochleae might be a contributing factor for the seen defects in Deiters’ cell development.

Why is the HCs and SC phenotype observed in *DnMAML1* transgenics and *Rbpj* mutants different from *Notch1* mutants? Recent studies revealed that differentiating SCs express two additional Notch receptors, namely *Notch2* and *Notch3*^79^,^80^; their cochlear functions have not yet been described. It is possible that the co-expressed Notch receptors, activated by distinct sets of Notch ligands, mediate unique functions in differentiating SCs with DLL1/JAG2-NOTCH1 mediating the HC-repressive function of Notch signaling and JAG1-NOTCH2/3 mediating the instructive function(s) of Notch signaling. There is some precedence for selective roles of co-expressed Notch receptors. For instance, in vascular smooth muscle cells co-expressed NOTCH2 and NOTCH3 have unique functions in regulating cell proliferation and survival^81^.

Alternatively, it is possibly that a different signal threshold is required for the instructive and inhibitory functions of Notch signaling and that in the absence of NOTCH1 - the dominant receptor with the presumed highest signal strength - NOTCH2/3 signaling is sufficient to sustain Deiters’ cell differentiation/survival but is insufficient to sustain HC-fate repression. This model is compatible with previous findings that showed that low concentrations of GSI DAPT (1–5 μM) are sufficient to produce a *Notch1* mutant-like phenotype, whereas high concentrations of DAPT (30–100 μM) are required to produce a *Rbpj* mutant-like phenotype in embryonic cochlear explants^82^,^83^.

## Materials and Methods

### Mouse breeding and genotyping

The Animal Care and Use Committees of Johns Hopkins University approved all of the protocols performed in this study and the methods were carried out in accordance with the approved guidelines. The *P27-GFP* BAC transgenic line was obtained from Neil Segil (USC, USA)^3^. The *Pax2-Cre* BAC transgenic line was obtained from Andrew Groves (Baylor College, USA)^34^. The *Emx2*^*Cre*/+^ knock in line was obtained from Shin Aizawa (RIKEN, Japan)^41^. The Cre inducible *ROSA26*^*Dn-MAML1*/+^ line was obtained from Warren Pear (University of Pennsylvania, USA). The Cre inducible *ROSA26*^*N1ICD*/+^ line^42^ (#008159) and Ai14 TdTomato Cre reporter line^84^ (#007914) was purchased (Jackson Laboratory). The *Fgfr3-iCreER* PAC transgenic line was obtained from William Richardson (UCL, UK)^85^. Conditional *Rbpj*^*fx/fx*^ and conventional *Rbpj*^*−*/+^ knock out lines were obtained from Tasuku Honjo (University of Kyoto, Japan)^86^. Conditional *Jag1* line was obtained from Julian Lewis (Cancer Research UK, UK)^8^. Mice were genotyped by PCR as previously described for each line. Mice of both sexes were used in this study. All mouse lines were maintained on a mixed background of C57BL/6 and CD-1. To conditionally delete the floxed *Rbpj* allele, pregnant dams received a single injection of tamoxifen (0.125 mg/g body weight, Sigma) and progesterone (0.125 mg/g body weight, Sigma) at E14.5 and E15.5.

### Organotypic culture

E15.5 *P27/GFP* transgenic embryos were harvested in 1X HBSS (Corning Cellgro). After isolation, cochlear tissue was enzymatically treated (see below) to free the cochlear duct and its innervating spiral ganglion from surrounding tissue. The cochlear duct, attached mesenchyme, and innervating spiral ganglion was placed onto filter membranes (SPI Supplies, Structure Probe) and cultured in DMEM/F12 (Corning Cellgro) supplemented with 2.5 ng/ml EGF (Sigma), 2.2 ng/ml FGF (Sigma), 1X N2 supplement (Life Technologies), 100 U/ml Penicillin (Sigma). Cultures were maintained at 37 °C in a 5% CO_2_/20% O_2_ humidified incubator. At plating half of the cultures received DAPT (GSI) or DMSO (vehicle control). 25 mM stock solution of DAPT (*N*-[(3, 5-Difluorophenyl) acetyl]-L-alanyl-2-phenyl] glycine-1,1-dimethylethyl ester) (Tocris Bioscience) was applied at a final concentration of 3.33 μM. DMSO (Sigma) was applied at a final concentration of 0.013%. After culture, DMSO-treated cochlear explants and DAPT-treated cochlear explants were separately pooled (6–10 each) and cochlear epithelia isolated (see below).

### Cochlear epithelial preparations

Cochlear tissue was washed in CMF-PBS and incubated in dispase (1 mg/ml; Life Technologies) and collagenase (1 mg/ml; Worthington) for 8 minutes. After a 30 minute incubation in 10% FBS in DMEM-F12, non-epithelial tissue was removed by manual dissection with 30-gauge needles. For stages E17.5 and older, the cochlear capsule and the spiral ganglion were removed prior to dispase/collagenase treatment.

### Cell sorting

FACS-based purification of p27/GFP^+^ SCs was carried out on a MOFLO cytometer (DAKO-Cytomation), with a 100-μm CytoNozzle. Cell dissociation and FACS-based cell sorting was performed as previously described^3^.

### RNA isolation, microarray and RT-qPCR experiments

Total RNA was extracted from cochlear epithelial cells or purified SCs using the RNeasy Micro Kit (QIAGEN). For qPCR based validation experiments mRNA was reverse transcribed into cDNA using the iScript cDNA synthesis kit (Bio-Rad). SYBR Green based qPCR was performed using Fast SYBR® Green Master Mix reagent (Applied Biosystems) and gene-specific primers. Relative gene expression was analyzed using the CT method^87^. The ribosomal gene *Rpl19* was used as an endogenous reference gene and wild type early postnatal cochlear tissue was used as calibrator. Q-PCR primers used in this study are listed in Supplementary Table S4. Microarray experiments were performed on three biological replicate RNA samples per condition. Total RNA was labeled using Ambion® Expression WT kit (Life Technologies). Labeled RNA was hybridized onto GeneChip® Mouse Exon 1.0 ST Arrays (Affymetrix) and chips were scanned and analyzed according to manufactures manuals. GeneChip Expression Affymetrix CEL files were extracted and data normalized with the Partek GS 6.6 platform (Partek Inc.). Partek’s extended meta-probe set was used with RMA normalization to create quantile-normalized log2 transcript signal values, which were used in subsequent ANOVA analyses. The microarray data is deposited in the Gene Expression Omnibus (GEO) data base, accession number GSE67085.

### Tissue processing

Embryonic and early postnatal animals were staged using the EMAP eMouse Atlas Project (http://www.emouseatlas.org) Theiler staging criteria. For sectioning, whole heads (Stages E15-E17) or dissected inner ears (Stage E18 –P5) were fixed in 4% para-formaldehyde (PFA) in 1X PBS overnight, put through a sucrose gradient (10% sucrose for 30 minutes, 15% sucrose for 30 minutes and 30% sucrose overnight), submerged in OCT (Tissue-Tek, Sakura) and flash frozen. 14 µm thick tissue sections were collected on SuperFrost Plus slides (Fisher). To obtain a cochlear surface preparation, PFA fixed cochlear tissue was dissected in 1X PBS to remove the cochlear capsule, the cochlear roof and the innervating spiral ganglion.

### Immuno-staining

Cochlear tissue was washed three times with 1X PBS 5–10 minutes each and blocked with 1X PBS containing 10% Normal Donkey Serum (Sigma) and 0.5% TritonX100 (Sigma) for 30 minutes. Immuno-staining was performed according to the manufacture’s specifications. Primary antibodies: rabbit anti-MyosinVIIa (1:500, Proteus #25-6790), goat anti-SOX2 (1:500, Santa Cruz #sc-17320), rabbit anti-S100 (1:500, Abcam #ab868). Alex Fluor (488, 546, and 633) labeled secondary antibodies were used to visualize staining (1:1000, Life Technologies). Stereocilia were visualized with fluorescently labeled phalloidin (1:500, Life Technologies). To detect dying cells, an *in situ* cell death detection fluorescein kit was used according to manufactures instructions (Roche).

### *In situ* hybridization (ISH)

300–500 bp fragments of coding sequence of murine *Lfng*, *Shc3, Dkk3, Daam2* were cloned into pGem®-T easy (Promega) and were used as templates to synthesize digoxigenin-labeled antisense RNA probes according to the manufacturer’s specifications (Roche). Probe hybridization and washes were performed as previously described^88^. Bound probe was detected with anti-DIG-AP (alkaline phosphatase conjugated) antibody (Roche) followed by a color reaction using the AP substrate BM-Purple (Roche).

### Quantification of HCs and SCs

Cell counts were performed in cochlear sections or cochlear whole mount preparations immuno-stained for HC marker MYO7A and SC marker SOX2. HC and SC subtypes were identified by their location within the sensory epithelium. For cochlear whole mounts a minimum of two low power confocal z-stacks through the HC layer and the corresponding SC layer were taken in the cochlear base, mid and apex. The length of the imaged segment as well as the total length of the cochlear sensory epithelia was analyzed using Image J (http://imagej.nih.gov/ij). The number of HCs and SCs was manually counted in Photoshop CS5. A minimum of three cochleae obtained from different animals was analyzed for each genotype.

### Statistical analysis

Values are presented as mean ± S.E.M, n = animals per group. All results were confirmed by at least two separate experiments. Two-tailed Student’s t tests were used to determine confidence interval. P-values ≤ 0.05 were considered significant. P-values > 0.05 were considered not significant.

## Additional Information

**How to cite this article**: Campbell, D. P. *et al*. Canonical Notch signaling plays an instructive role in auditory supporting cell development. *Sci. Rep*. **6**, 19484; doi: 10.1038/srep19484 (2016).

## Supplementary Material

Supplementary Information

## Figures and Tables

**Figure 1:**
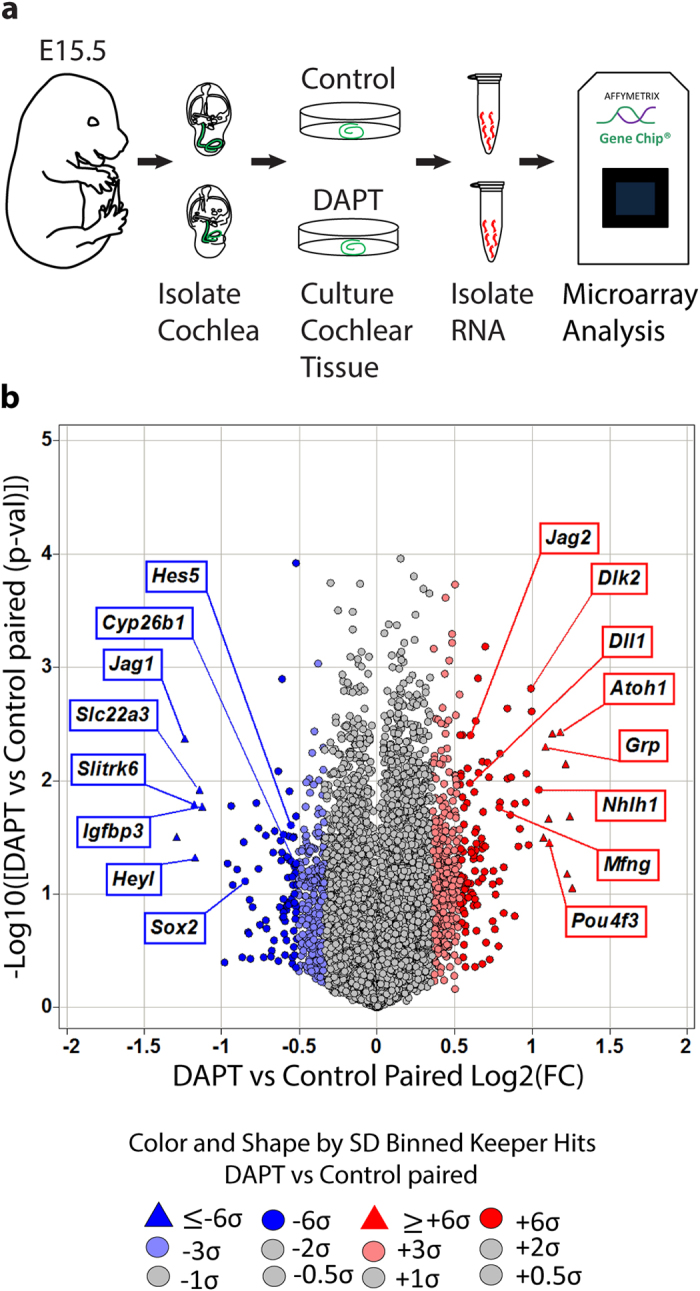
Identification of Notch-regulated genes in the differentiating cochlea. (**a**) Schematics of experimental approach used to uncover novel Notch-regulated transcripts. Transcript changes in E15.5 cochlear epithelial cells after ~20 hours of DMSO (control) or GSI (DAPT) treatment were analyzed using GeneChip® Mouse Exon 1.0 ST Arrays. **(b)** Volcano plot of microarray data. Plotted is log2 fold-change (x-axis) versus −log10 p-value (y-axis). Note that transcripts that are significantly up-regulated in response to DAPT treatment are marked in dark red circles (log2 (FC) > 3σ) and triangles (log2 (FC) > 6σ); transcripts that are significantly down-regulated in response to DAPT treatment are marked in dark blue circles (log2 (FC) < −3σ) and triangles (log2 (FC) < −6σ). Abbreviations: fold change (FC), standard deviation (SD).

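Over the 20262 genes the SD of the log2 differences was 0.15, so that 3 SD were 0.44 and 6 SD were 0.88. At an unadjusted p of at most 0.05 from limma, 182 genes were higher and 106 lower by more than 3 SD, and 15 of the higher and 9 of the lower genes lay beyond 6 SD. Over all 115830 clusters, named or not, the SD was 0.24. *Dll3*, a Notch ligand gene, at 0.87, and *Shisal2b*, at −0.86, lay just inside 6 SD. The plain one-way comparison placed 67 higher and 39 lower genes beyond 3 SD, and the plain paired comparison 93 and 26. Without the block by experiment 122 higher and 79 lower genes lay beyond 3 SD, and leaving single arrays out of that unblocked fit gave between 93 and 131 higher and between 65 and 100 lower genes.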

**Figure 2:**
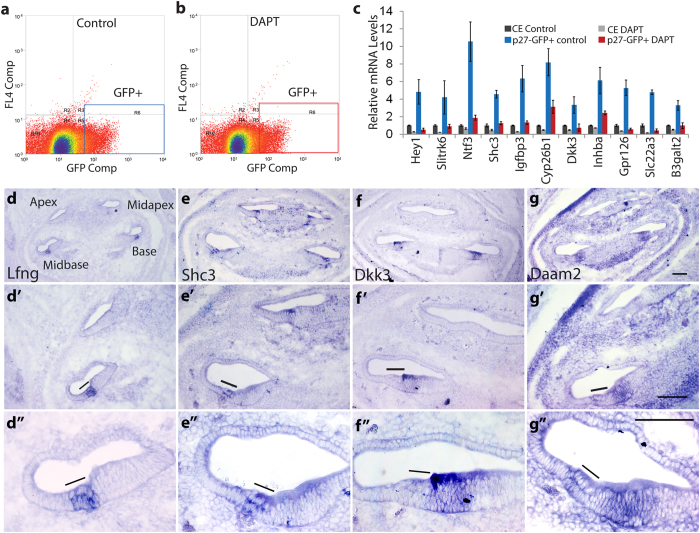
Identification of Notch-regulated genes that are selectively expressed in SCs **(a**–**c**) Analysis of Notch-dependent gene expression in purified SCs. **(a,b**) FACS plots of compensated GFP fluorescence of *p27*/*GFP* transgenic cochlear epithelial cells (CE) control (**a**) and CE DAPT (**b**) cells. Blue and red box indicate gating for GFP^+^ SCs. **(c)** RT-qPCR was used to analyze relative expression of Notch-regulated genes in CE control (black bar), CE DAPT (light grey bar), P27-GFP^+^ control (blue bar) and p27-GFP^+^ DAPT (red bar) SCs. Data expressed as mean ± SEM (n = 3, technical replicate). **(d**–**g”**) Cochlear expression pattern of newly identified Notch-regulated genes. Low, medium (‘) and high power images (“) of stage E15.5 (**d,d’,d”**) and E16.5 (**e**–**g”**) cochlear sections labeled for *Lfng* (**d,d’,d”**) *Shc3* (**e,e’,e”**), *Dkk3* (**f,f’,f”**) and *Daam2* (**g,g’,g”**) transcript. Black line marks sensory domain. Scale bar 100 μm.

**Figure 3:**
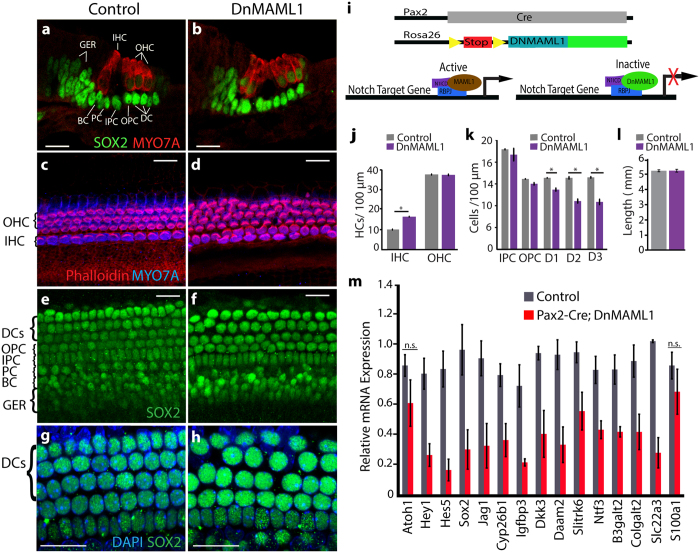
Newly identified Notch-regulated genes are significantly reduced in *DnMAML1* cochleae. (**a–h**) HC and SC phenotype of *Pax2-Cre; ROSA26*^*DnMAML1*/+^ (DnMAML1) transgenic and wild type (control) littermates stage E18.5 was analyzed in the cochlear base. Abbreviations: inner HCs (IHC), outer HCs (OHC), border cell (BC), phalangeal cell (PC), inner pillar cells (IPC), outer pillar cells (OPC), and Deiters’ cells (DC), greater epithelial cells (GER). Scale bars for all panels, 20 μm. (**a,b**) Representative confocal images of cross-sections through control (**a**) and DnMAML1 expressing (**b**) cochleae; Anti-myosinVIIa (MYO7A, red) labels HCs, anti-SOX2 (SOX2, green) labels SCs and GER cells. **(c**–**f)** Maximum z-projections of control (**c,e**) and DnMAML1 expressing (**d,f**) HC (**c,d**) and corresponding SC layer (**e,f**). MYO7A (blue) labels HCs; phalloidin (red) labels actin-rich HC bundles, SOX2 (green) labels SC and GER cell nuclei. **(g,h)** Maximum z-projections of control (**g**) and DnMAML1 expressing (**h**) outer SC layer. SOX2 (green) labels Deiters’ cell and pillar cell nuclei, DAPI staining (blue) labels cell nuclei. **(i)** Schematics showing how forced DnMAML1 expression attenuates canonical Notch signaling. **(j**–**l)** Quantification of HC (**j**) and SC (**k**) density and cochlear length (**l**) of the control and DnMAML1 expressing cochleae stage E18.5. Inner (IHC) and outer HC (OHC) density as well as outer SC (IPC, OPC, D1, D2, D3) density was analyzed in the cochlear base. Data expressed as mean ± SEM (n = 3, *p ≤ 0.05 was considered significant). **(m)** Notch target gene expression in DnMAML1 expressing (red bar) and control cochlear epithelia (grey bar) stage E18.5. Relative transcript levels were analyzed using RT-qPCR. Data expressed as mean ± SEM (n = 3 biological replicates; p-value > 0.05 was considered not significant (n.s.)).

**Figure 4:**
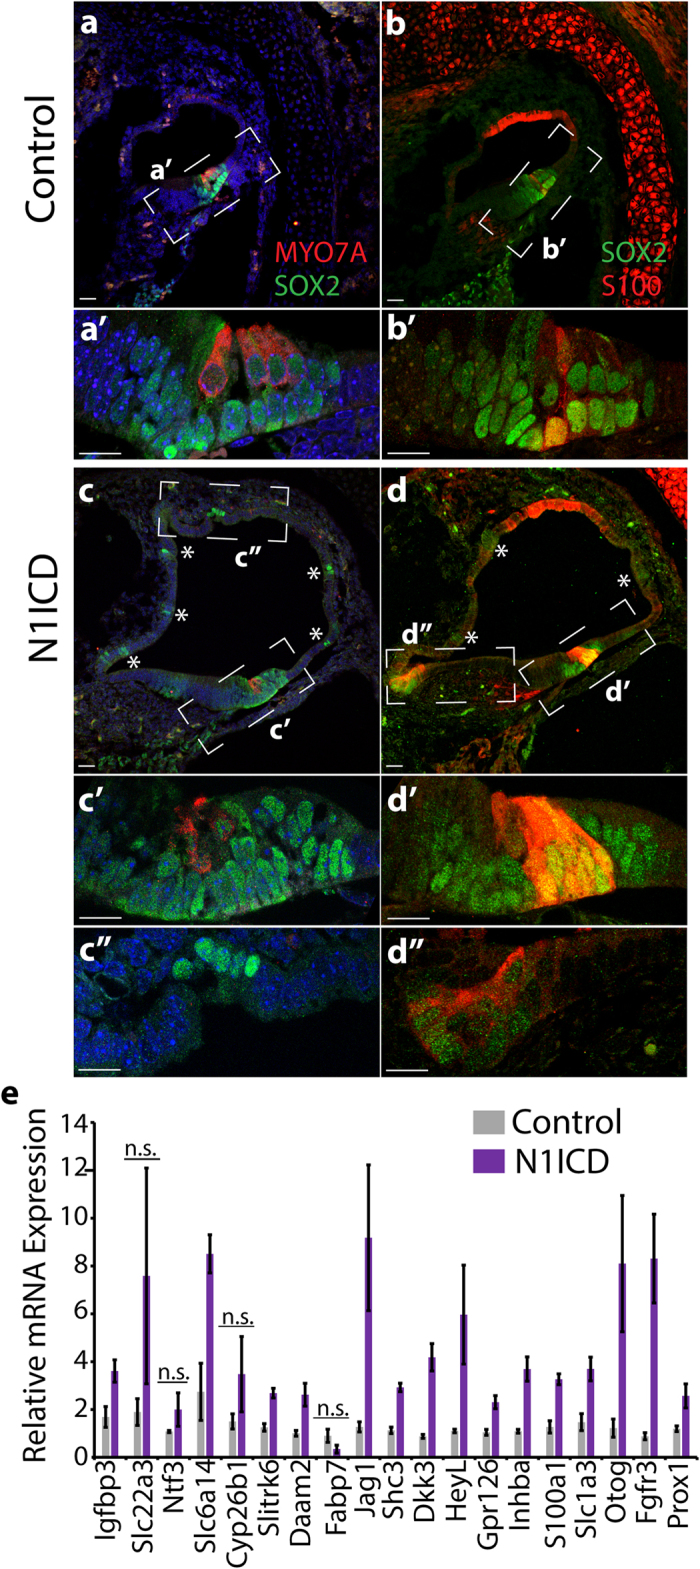
N1ICD overexpression induces SC-specific gene expression. (**a–d”**) HC (**a,c**) and SC phenotype (**b,d**) of *Emx2*^*Cre*/+^*; ROSA26*^*N1ICD*/+^ mutants (N1ICD; (**c,d**) and their wild type (control; (**a,b**) littermates stage E18.0 was analyzed in adjacent cochlear sections. HCs are marked by anti-myosinVIIa (MYO7A, red) staining, Anti-SOX2 staining (green) marks SCs and GER cells within the sensory domain. Deiters’ cells and pillar cells are marked by anti-SOX2 (SOX2, green) and anti-S100 (S100, red) staining. Hoechst staining (blue) labels cell nuclei. Dashed white lines indicate location of corresponding high power confocal images (‘,”). No ectopic HCs are observed in N1ICD over-expressing cochlea (**c”**); however the number of outer HCs is reduced (**c,c’**) compared to control (**a,a’**) and ectopic S100^+^ SOX2^+^ cells are observed in the outer HC domain (**d’**) and non-sensory epithelium (**d”**) but not in control (**b,b’**). **(e)** RT-qPCR analysis of SC-specific gene expression in cochlear epithelia obtained from E18.0 *Emx2*^*Cre*/+^*; ROSA26*^*N1ICD*/+^ mutants (N1ICD, purple bars) and wild-type littermates (control, grey bars). Data expressed as mean ± SEM (n = 3, biological replicates, p-value > 0.05 was considered not significant (n.s.)). Similar results were obtained in a second independent experiment.

**Figure 5:**
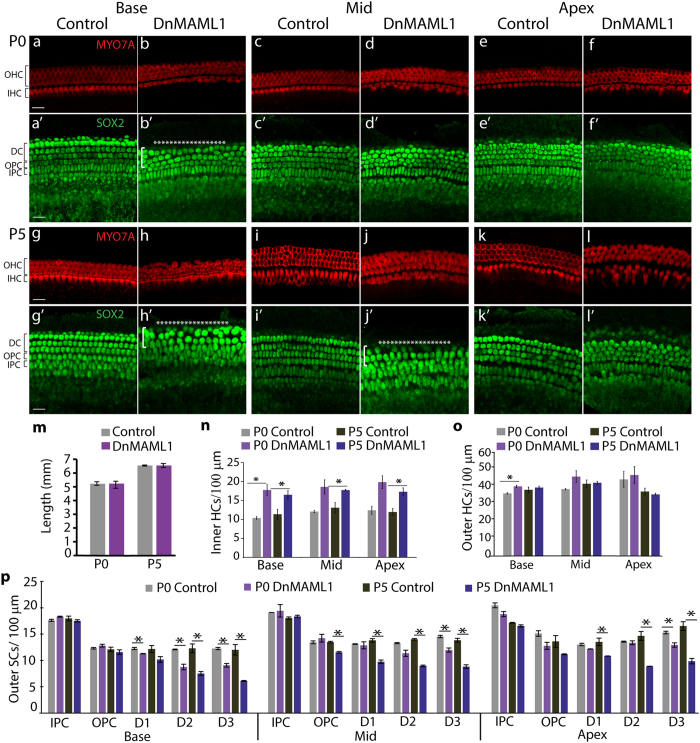
Expression of DnMAML1 results in a progressive loss of Deiters’ cells. HC and SC phenotype in *Emx2*^*Cre*/+^ *ROSA26*^*DnMAML1*/+^ (*DnMAML1*) transgenics and their wild type (control) littermates, stage P0 and P5. **(a-l’)** Maximum z-projections of HC layer (MYO7a, red) and corresponding SC layer (‘) (SOX2, green) in control (P0: (**a,c,e**); P5: (**g,i,k**) and *DnMAML1* (P0: (**b,d,f**); P5: (**h,j,l**) cochleae. Shown are basal (**a-b’,g-h’**), mid (**c-d’,i-j’**) and apical (**e-f’,k-l’**) fields. White asterisks in B’, H’ and J’ indicate missing Deiters’ cells. **(m)** Quantification of total length of control and DnMAML1 expressing cochleae stage P0 and P5. **(n**–**p)** Quantification of inner HC (**n**), outer HC (**o**) and outer SC (**p**) density in the base, mid and apex of control (P0, light grey; P5 dark grey) and DnMAML1 expressing (P0 light purple; P5 dark purple) cochleae. Abbreviations: inner pillar cells (IPC), outer pillar cells (OPC), and Deiters’ cells row 1, 2 and 3 (DC1-3). Data expressed as mean ± SEM (n = 3, biological replicates, *p ≤ 0.05 was considered significant). Scale bars for all panels, 20 μm.

**Figure 6:**
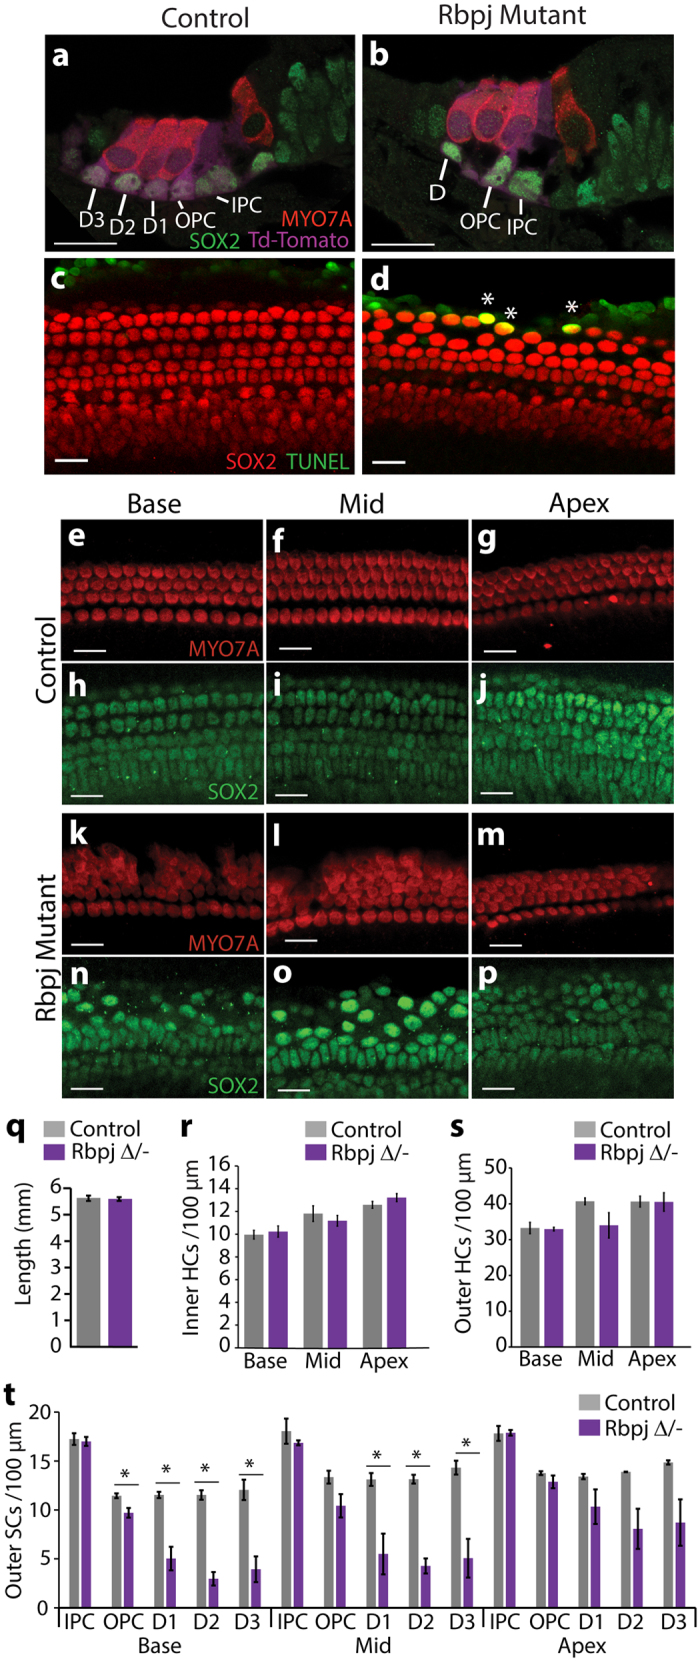
Ablation of *Rbpj* results in Deiter’s cell death. Tamoxifen was injected at E14.5 and E15.5 and cochlear HC (MYO7A) and SC phenotype (SOX2) in *Fgfr3-icreER; Ai14; Rbpj*^Δ/+^ (control) and of *Fgfr3-icreER; Ai14; Rbpj*^Δ/−^ (Rbpj mutants) littermates was analyzed at stage E18.5. **(a,b)** Representative confocal images of mid-basal cochlear sections from control (**a**) and *Rbpj* mutant (**b**) animals. Ai14 Cre-reporter (Td-Tomato, purple) reveals cells in which Cre-mediated recombination occurred. Note that Deiters’ cells (D1-D3) but not outer pillar cells (OPC) or inner pillar cells (IPC) are missing in *Rbpj* mutants (**B**). **(c,d)** Representative confocal images of SC layer in control (**c**) and *Rbpj* mutant (**d**) cochlear surface preparations. Note mid-basal segments are shown. SOX2 marks SC nuclei (red) TUNEL staining reveals apoptotic/necrotic cell nuclei (green). Asterisks mark TUNEL^+^ Deiters’ cells in the *Rbpj* mutant (**d**) cochlear sensory epithelia. (**e**–**p**) Maximum z-projections of HC layer (MYO7A, red) and SC layer (SOX2, green) of control (**e**–**j**) and *Rbpj* mutant (**k**–**p**) cochlear surface preparations at the indicated position. **(q**–**t**) Quantification of total cochlear length (**q**) and inner HC (**r**), outer HC (**s**) and outer SC (IPC, OPC, D1-3) (**t**) density in the cochlear base, mid and apex of control and *Rbpj* mutant animals. Data expressed as mean ± SEM (n = 3, biological replicates, *p ≤ 0.05 was considered significant). Scale bars for all panels, 20μm.

**Table 1:** List of top-ranked DAPT down-regulated genes.

SD DAPT vs Control Log2(FC)	Gene Symbol	Gene Accession ID	P-value DAPT vs Control	Mean DAPT	Mean Control	Ratio DAPT vs Control	qPCR Ratio DAPT vs Control
≤ − 6σ	Hey1*	NM_010423	0.007	9.23	10.52	0.41	0.18
≤ − 6σ	Jag1*	NM_013822	0.002	10.06	11.30	0.42	ND
≤ − 6σ	Slitrk6	NM_175499	0.002	10.83	12.01	0.44	0.17
≤ − 6σ	Heyl*	NM_013905	0.020	8.08	9.25	0.44	ND
≤ − 6σ	Slc22a3	NM_011395	0.012	7.76	8.91	0.45	0.13
≤ − 6σ	Igfbp3	NM_008343	0.004	9.23	10.36	0.46	0.33
−6σ	Fabp7	NM_021272	0.054	8.56	9.53	0.51	0.34
−6σ	B3galt2	NM_020025	0.017	8.73	9.67	0.52	0.49
−6σ	Fam159b	NM_029984	0.012	5.99	6.85	0.55	ND
−6σ	Sox2*	NM_011443	0.021	11.22	12.07	0.55	ND
−6σ	Shc3	NM_009167	0.020	9.56	10.38	0.57	0.45
−6σ	Hey2*	NM_013904	0.016	9.38	10.16	0.58	ND
−6σ	Hes1*	NM_008235	0.009	8.49	9.25	0.59	ND
−6σ	Trh	NM_009426	0.012	7.38	8.14	0.59	0.13
−6σ	Gucy1b3	NM_017469	0.007	7.59	8.31	0.61	0.56
−6σ	Colgalt2	NM_177756	0.016	9.09	9.76	0.63	0.41
−6σ	Inhba	NM_008380	0.003	9.32	9.98	0.63	0.35
−6σ	Crhbp^#^	NM_198408	0.001	6.52	7.16	0.64	0.78
−6σ	Gucy1a3	NM_021896	0.034	8.49	9.11	0.65	0.49
−6σ	Gpr126	NM_001002268	0.051	8.01	8.63	0.65	0.52
−6σ	Tmem211	NM_001033428	0.001	7.76	8.38	0.65	0.32
−6σ	Gp5	NM_008148	0.032	5.61	6.21	0.66	ND
−6σ	Dkk3	NM_015814	0.030	8.42	9.02	0.66	0.45
−6σ	Xist^#^	NR_001463	0.046	11.40	11.99	0.67	7.04
−6σ	Trhr	NM_013696	0.034	6.68	7.25	0.67	0.33
−6σ	Ntf3	NM_001164034	0.042	8.99	9.57	0.67	0.31
−6σ	Cybrd1	NM_028593	0.021	9.55	10.12	0.67	0.38
−6σ	Moxd1	NM_021509	0.050	10.50	11.06	0.68	0.62
−6σ	Mmd2	NM_175217	0.012	8.26	8.82	0.68	0.52
−6σ	Hes5*	NM_010419	0.008	9.12	9.68	0.68	ND
−6σ	Lacc1	BC116748	0.004	8.89	9.43	0.69	ND
−6σ	Fgf20*	NM_030610	0.029	8.38	8.92	0.69	ND
−6σ	Lfng	NM_008494	0.003	9.23	9.76	0.69	0.38
−6σ	Nrarp	NM_025980	0.012	9.20	9.73	0.69	0.27
−6σ	Cyp26b1	NM_175475	0.054	8.23	8.76	0.70	0.29
−6σ	C030013G03Rik	AK021075	0.021	5.07	5.60	0.70	ND

Genes are ranked based on fold change. Shown are mean normalized log2 transcript signal values for DAPT and control. Note only transcripts with more than 12 probes assigned to them are listed. ^*^indicates known Notch target gene; ^#^indicates that gene failed qPCR validation. Abbreviations: FC, fold change, ND, not determined; SD, standard deviation.

# Supplementary material for: Canonical Notch signaling plays an instructive role in auditory supporting cell development
**Source:** Sci Rep. 2016 Jan 20;6:19484. doi: 10.1038/srep19484
**Supplement:** Supplementary Information

Title: Canonical Notch signaling plays an instructive role in auditory supporting cell development

Author list: Dean Paul Campbell, Elena Chrysostomou and Angelika Doetzlhofer

Supplementary Fig. S1

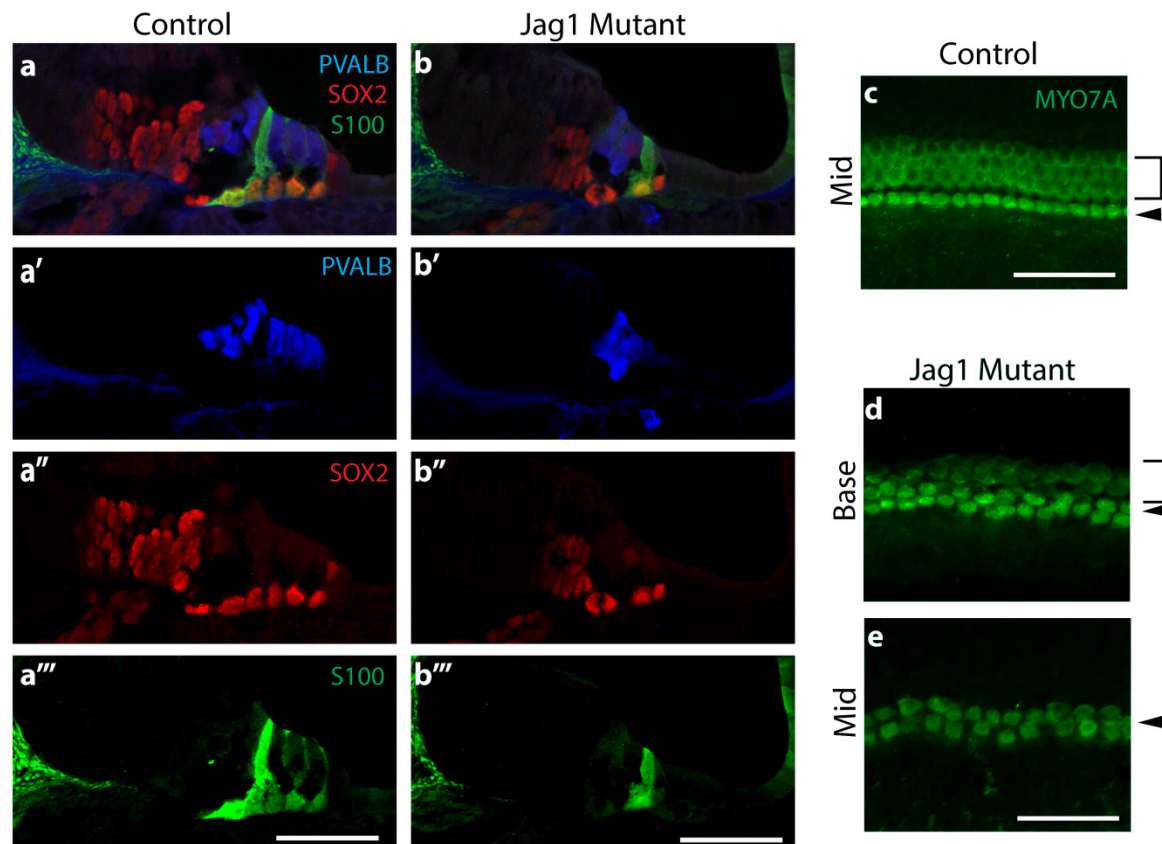

Ablation of *Jag1* at the onset of cochlear differentiation causes severe defects in Deiters' cell and outer HC development. (a- b''') Confocal images of control (*Emx2*^{+/+}; *Jag1*^{fx/fx}) (a-a''') and *Jag1* mutant (*Emx2*^{Cre/+}; *Jag1*^{Δ/Δ}) (b-b''') cochlear cross-sections stage P2. Parvalbumin (blue) immuno-staining labels HCs, SOX2 (red) immuno-staining labels GER and SCs and S100 (green) immuno-staining labels Deiters' cells and pillar cells. Note outer HCs and their surrounding outer SCs (Deiters' cells and outer pillar cells) are missing in the *Jag1* mutant cochlea. **(c-e)** Confocal images of control (*Emx2*^{+/+}; *Jag1*^{fx/fx}) (c) and *Jag1* mutant (*Emx2*^{Cre/+}; *Jag1*^{Δ/Δ}) (e, d) cochlear whole mounts stage P2, stained for HC specific protein MYO7A (green).

In *Jag1* mutant sensory epithelia inner HCs (arrowhead) are overproduced as shown here for mid-base (d) and mid (e), whereas outer HCs (bracket) are largely absent. Scale bars for all panels, 50µm.

Supplementary Table S1: List of top ranked DAPT upregulated genes.

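Of the 54 genes of Supplementary Table S1, 49 were matched to a cluster. All 49 were higher with DAPT in each of the 3 experiments, with a median log2 difference of 0.68, and all 49 rose over the list alone in limma, while 0 passed over all genes. Over the list alone 20 passed in the plain one-way comparison. The study chose them on these arrays, so this is not independent evidence. *Acbd7*, whose product binds acyl-CoA, had 1.13 (standard error 0.08), *Rasd2* 0.84 (standard error 0.08), and *Scn11a*, a sodium channel gene, 0.84 (standard error 0.09). *Casz1*, a zinc finger gene, had 0.34 (standard error 0.07) in its brightest cluster and 0.54 in another. *Gm6537* is not counted among the 49, since its cluster carries an older gene identifier. The printed table gives mean normalized log2 signals and their ratio per transcript, and it holds only transcripts with more than a set number of probes, a filter not applied here.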

Genes are ranked based on fold change (ratio). Shown are mean normalized log2 transcript signal values for DAPT and control. Note only transcript with more than 12 probes assigned to them and with a p-value less or equal to 0.05 are listed. Abbreviation: FC, fold change SD, standard deviation.

<i>SD DAPT<br>vs Control<br>Log2(FC)</i>	<i>Gene Symbol</i>	<i>Gene Accession ID</i>	<i>P-value<br>DAPT vs<br>Control</i>	<i>Mean<br>DAPT</i>	<i>Mean<br>Control</i>	<i>Ratio<br>DAPT vs<br>Control</i>
> +6σ	Tmem173	NM_028261	0.001	10.31	9.07	2.37
> +6σ	Atoh1	NM_007500	0.003	11.54	10.32	2.32
> +6σ	Acdb7	NM_030063	0.004	7.59	6.46	2.19
> +6σ	Pou4f3	NM_138945	0.004	11.08	9.97	2.16
> +6σ	Gm6537	NM_001195091	0.008	10.43	9.33	2.16
> +6σ	Grp	NM_175012	0.004	9.26	8.17	2.12
> +6σ	Tmem255b	NM_001143671	0.030	10.40	9.33	2.11
+6σ	Nhlh1	NM_010916	0.004	8.78	7.74	2.06
+6σ	Calb2	NM_007586	0.002	8.32	7.32	2.00
+6σ	Dlk2	NM_207666	0.002	10.11	9.12	1.99
+6σ	Ush2a	NM_021408	0.037	8.28	7.30	1.97
+6σ	Chrna10	NM_001081424	0.016	8.39	7.43	1.94
+6σ	Ptprq	NM_001081432	0.038	9.08	8.17	1.88
+6σ	Kcna10	NM_001081140	0.016	6.64	5.76	1.85
+6σ	DII3	NM_007866	0.009	9.09	8.23	1.82
+6σ	Rasd2	NM_029182	0.002	10.07	9.22	1.79
+6σ	Scn11a	NM_011887	0.010	7.88	7.04	1.79

+6σ	Lhfp15	NM_026571	0.006	8.58	7.78	1.73
+6σ	Rbm24	NM_001081425	0.005	8.26	7.47	1.73
+6σ	Foxj1	NM_008240	0.026	9.30	8.51	1.73
+6σ	Mfng	NM_008595	0.002	9.83	9.04	1.73
+6σ	Steap4	NM_054098	0.046	6.90	6.13	1.70
+6σ	Gad2	NM_008078	0.004	7.84	7.12	1.65
+6σ	Serpine3	AK053602	0.007	7.19	6.47	1.64
+6σ	Tmprss7	NM_172455	0.001	7.23	6.53	1.62
+6σ	Rtn4rl2	NM_199223	0.007	9.92	9.24	1.60
+6σ	Lhx3	NM_001039653	0.040	8.95	8.27	1.60
+6σ	Dysfip1	NM_026814	0.048	7.53	6.86	1.59
+6σ	Mgat5b	NM_172948	0.009	9.36	8.71	1.58
+6σ	Gm88	BC147714	0.001	8.69	8.04	1.57
+6σ	Slc26a5	NM_030727	0.036	6.78	6.14	1.56
+6σ	Otof	NM_031875	0.027	8.89	8.26	1.56
+6σ	Oacyl	NM_177028	0.003	8.30	7.66	1.56
+6σ	Gimap4	NM_174990	0.041	7.19	6.55	1.55
+6σ	Gm2694	NR_033430	0.044	7.53	6.90	1.55
+6σ	Bsnd	NM_080458	0.046	9.02	8.40	1.54
+6σ	Thsd7b	NM_172485	0.017	7.87	7.25	1.54
+6σ	Aqp1	NM_007472	0.040	9.56	8.95	1.52
+6σ	Jag2	NM_010588	0.004	10.15	9.55	1.52
+6σ	Dll1	NM_007865	0.000	8.01	7.41	1.52
+6σ	Ankrd22	NM_024204	0.020	8.76	8.17	1.50
+6σ	Wfikkn2	NM_181819	0.008	9.47	8.88	1.50
+6σ	Tesc	NM_021344	0.011	8.09	7.52	1.48
+6σ	Slc52a3	NM_027172	0.017	9.86	9.30	1.48
+6σ	Gm11992	NM_001037928	0.024	7.35	6.79	1.48
+6σ	Apln	NM_013912	0.048	8.78	8.22	1.47
+6σ	Mep1a	NM_008585	0.008	6.03	5.47	1.47
+6σ	Srrm4	NM_026886	0.014	7.64	7.09	1.47

+6σ	Gm8075	XR_105495	0.004	5.75	5.20	1.47
+6σ	Casz1	NM_027195	0.009	8.36	7.82	1.46
+6σ	Sstr2	NM_001042606	0.040	8.99	8.45	1.45
+6σ	Pde2a	NM_001143848	0.009	8.62	8.08	1.45
+6σ	Cbln1	NM_019626	0.004	7.58	7.05	1.45
+6σ	Fam183b	NM_029283	0.011	6.61	6.07	1.45

Supplementary Table S2: Gene ontology analysis of DAPT-downregulated genes.

Listed are significantly enriched biological processes as well as the number, percentage and name of DAPT-down-regulated genes involved in the term. Note the list of DAPT down-regulated genes (FC -1.215, p value ≤0.07) contained 107 genes of which 74.8% had functional annotation in the analyzed biological process category (GOTERM_BP_FAT).

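At an unadjusted p of at most 0.07 from limma and the fold change that the study set for this list, 341 genes were lower and 613 higher with DAPT, while over every cluster on its own 4966 were lower and 4271 higher. Among the lower genes that the study names in this table were *Tnfaip2*, at −0.42 (standard error 0.07), and *Pdgfrb*, a receptor gene of pericytes and mesenchyme, at −0.53 (standard error 0.11). *Ptprz1*, listed under neuron differentiation, was 0.39 and 0.93 higher in experiments 1 and 2 and −0.45 in experiment 3. Without the block by experiment 191 genes were lower at the same criterion, the plain one-way comparison gave 104 and the plain paired comparison 121. The 341 became 689 without experiment 1 and 566 without experiment 3, and the 191 of the unblocked fit became 447 without control replicate 1 and 294 without DAPT replicate 3. The term enrichment was computed by the study with DAVID and was not repeated here.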

Term	Count	%	P-Value	Gene symbol	Fold Enrichment
GO:0001709~cell fate determination	5	4.7	1.68E-05	HES1, NTF3, HES5, CYP26B1, PROX1	31.5
GO:0042490~mechanoreceptor differentiation	5	4.7	5.41E-05	HES1, NTF3, HES5, JAG1, FGF20	23.6
GO:0045165~cell fate commitment	7	6.5	2.10E-04	HES1, NTF3, HES5, SOX2, CYP26B1, PROX1, FGF3	8.1
GO:0060284~regulation of cell development	7	6.5	3.21E-04	HES1, NTF3, HES5, SOX2, PROX1, IGFBP3, WNT7A	7.5
GO:0060113~inner ear receptor cell differentiation	4	3.7	6.86E-04	HES1, HES5, JAG1, FGF20	22.6
GO:0008593~regulation of Notch signaling pathway	3	2.8	9.14E-04	SOX2, HEY2, JAG1	63.7
GO:0051094~positive regulation of developmental process	7	6.5	1.52E-03	NTF3, SOX2, HEY2, JAG1, PROX1, IGFBP3, WNT7A	5.6
GO:0048839~inner ear development	5	4.7	1.70E-03	HES1, HES5, SOX2, JAG1, FGF20	9.7
GO:0030182~neuron differentiation	9	8.4	2.18E-03	HES1, NTF3, HES5, PTPRZ1, SOX2, JAG1, SLITRK6, FGF20, WNT7A	3.8
GO:0007219~Notch signaling pathway	4	3.7	3.79E-03	HEY1, HEYL, HEY2, JAG1	12.6
GO:0046068~cGMP metabolic process	3	2.8	3.80E-03	PDE5A, GUCY1A3, GUCY1B3	31.8
GO:0007267~cell-cell signaling	7	6.5	6.78E-03	NTF3, SOX2, SLC22A3, SHC3, WNT7A, FGF3, LIN7A	4.1

GO:0050767~regulation of neurogenesis	5	4.7	7.29E-03	HES1, NTF3, HES5, SOX2, WNT7A	6.4
GO:0006836~neurotransmitter transport	4	3.7	1.13E-02	SLC6A2, SLC22A3, WNT7A, LIN7A	8.5
GO:0045665~negative regulation of neuron differentiation	3	2.8	1.66E-02	HES1, HES5, SOX2	15.0
GO:0007423~sensory organ development	6	5.6	1.69E-02	HES1, HES5, SOX2, JAG1, FGF20, PROX1	4.0
GO:0042668~auditory receptor cell fate determination	2	1.9	1.73E-02	HES1, HES5	113.2
GO:0007268~synaptic transmission	5	4.7	2.00E-02	NTF3, SLC22A3, SHC3, WNT7A, LIN7A	4.8
GO:0008284~positive regulation of cell proliferation	6	5.6	2.48E-02	HES1, SOX2, HEY2, FGF20, PROX1, FGF3	3.6
GO:0007389~pattern specification process	6	5.6	2.48E-02	HES1, FLT1, CYP26B1, MSGN1, WNT7A, LFNG	3.6
GO:0048514~blood vessel morphogenesis	5	4.7	2.82E-02	FLT1, HEY1, HEY2, PROX1, TNFAIP2	4.3
GO:0000904~cell morphogenesis involved in differentiation	5	4.7	3.49E-02	HES1, NTF3, PTPRZ1, SLITRK6, PROX1	4.0
GO:0007166~cell surface receptor linked signal transduction	22	20.6	4.49E-02	GPR126, FLT1, GDF6, TRHR, F2RL1, JAG1, FGF20, MRGPRH, FZD4, HES1, DKK3, HEY1, HES5, HEY2, HEYL, RGS5, PDGFRB, OLF1162, WNT7A, ADAMTS5, FGF3, CCRL1	1.5

Supplementary Table S3: The HC to SC ratio is altered in N1ICD mutants. HCs and SCs were quantified in cochlear sections obtained from three *Emx2*^{Cre/+}; *ROSA26*^{N1ICD/+} (N1ICD) embryos and three corresponding wild type (control) littermates. Adjacent sections were immuno-stained for MYO7A and SOX2 and S100A1 and SOX2. HCs were identified by MYO7A staining and their medial lateral position within the sensory epithelium was used to classify HCs as inner or outer HCs; outer SCs (SC-like cells) were identified by their expression of SOX2 and S100A1 in adjacent sections.

**N1ICD**	Number of sections	Mean number of IHC	Mean number of OHC	Mean number of HC	Mean number of SC	HC/ SC	SC/ HC	SC/ OHC
R1	7	1.00	0.57	1.57	7.86	0.20	5.00	13.75
R2	6	1.00	0.83	1.83	7.00	0.26	3.82	8.40
NE8	6	0.83	1.33	2.17	7.33	0.30	3.38	5.50
**Mean**		**0.94**	**0.91**	**1.86**	**7.40**	**0.25**	**3.97**	**8.10**
SEM		0.06	0.22	0.17	0.25	0.03	0.48	2.42

**Control**	Number of sections	Mean number of IHC	Mean number of OHC	Mean number of HC	Mean number of SC	HC/ SC	SC/ HC	SC/OHC
NE2	6	1.00	3.00	4.00	5.17	0.78	1.29	1.72
R3	5	1.00	3.00	4.00	5.20	0.77	1.30	1.73
R4	5	1.00	3.00	4.00	5.00	0.80	1.25	1.67
**Mean**		**1.00**	**3.00**	**4.00**	**5.12**	**0.78**	**1.28**	**1.71**
SEM		0.00	0.00	0.00	0.05	0.01	0.01	0.02

Supplementary Table S4: List of qPCR primers used in this study

**Gene**	**Forward Primer Sequence**	**Reverse Primer Sequence**
Abcc9	TGG AGG TCA GGA CGG ACT ATC T	GCC ACT AAT GGA TGC AAT GGA
Atoh1	ATG CAC GGG CTG AAC CA	TCG TTG TTG AAG GAC GGG ATA
B3galt2	GCA CCG AAC AGA AAC AAA GAC A	TAG CGC TCA CTT GGG TAA AGG
Chst1	GGCTACAAGATGGCCAACTCA	ACGCTCCTCCACTAGGCTGAT
Colgalt2	TTC AGT CCA AAT GCC CAG TTC	CCA TGT TGC CAC ACC AGT GT
Crhbp	TGG AGC TGC TGG GAG GAA	CAG GTC TGC TAA GGG CAT CAT C

Cybrd1	AGA CTG CCA TGG ACC TGG AA	CCG GCA TGG ATG GAT TTC
Cyp26b1	TCT GCC CCT TTG CTC TTG	ACA GGG ATC CCC TTC AGC
Daam2	GCA GTG GAA GTG GAG TTG GAA	CAG GGA CGA ACT TGT CAT TGG
Dkk3	TGT GTA CAC TGC TGG CGG CG	GAG CTC TCC CTC CAC GGG CA
Fabp7	GGA AGG TGG CAA AGT GGT GAT	TGG AAA TTG ATC TCT GTG TTC TTG A
Fgfr3	GGG CTC CTT ATT GGA CTC G	GCT CCC CTC GGA ATT CTT T
Gpr126	GCA ACC GGA CCC TGA GAG A	GTC ATG CCA AGC AGG AAG GT
Gucy1a3	TCC CCG CTT CGC TCT TCT	CCA GGT CTC GGT CCA GCA T
Gucy1b3	ATG AAC CTG GAC GAC CTA ACA AG	AGC ATC GTG GAG AGG GAT GT
Hes5	GGC GGT GGA GAT GCT CAG T	GCT GCT CTA TGC TGC TGT TGA
Hey1	CAC TGC AGG AGG GAA AGG TTA T	CCC CAA ACT CCG ATA GTC CAT
Heyl	GCG CAG AGG GAT CAT AGA GAA	TCG CAA TTC AGA AAG GCT ACT G
Igf3	AAC CTG CTC CAG GAA ACA TCA GT	GCT TTC CAC ACT CCC AGC AT
Inhba	TCA GGC ACA GCC AGG AAG A	TGA CAG GTC ACT GCC TTC CTT
Jag1	TGT GCA AAC ATC ACT TTC ACC TTT	GCA AAT GTG TTC GGT GGT AAG AC
Lfng	ACT GCA CCA TTG GCT ACA TTG T	GGC CGC TCC GGA TGA
Mmd2	TCC CGG CGC ACA AGA G	CAC AGT TTG CTG CGT GTT CA
Moxd1	TGA CAG CGT TCT GGA CTT TGG	GAA GGC ATC GGG CAT GTT
Nrarp	TCGCTGCTGCAGAACATGAC	CTCCGGCCCCGAACGA
Nckap5	TCC AAC TGC CAG ATG AGA ACA CT	GGC ATA TGT ATC GTC CCA CTG A
Ntf3	CCA AGG CAA CAG CAT GGA T	AGC TTG ATG ATG AGG GAA TTG AG
Otog	CCA TCA GCT GCC CTC CAT	GTA CCA CAG AGC CAC CAA CCT T
Pdgfrb	GTC CCA TCT GCC CCT GAA A	CTG TGT AGC TGA GCA CTG GTG AGT
Prox1	CGT TAC GGG AGT TTT TCA ATG C	CCT TGT AAA TGG CCT TCT TCC A
Rgs5	GCC CCT AAA GAG GTG AAC ATT G	GAC GGT TCC ACC AGG TTC TTC
Rpl19	GGT CTG GTT GGA TCC CAA TG	CCC GGG AAT GGA CAG TCA
S100a1	TGG ATG TCC AGA AGG ATG CA	CCG TTT TCA TCC AGT TCC TTC A
Shc3	GAG AAA GCC GCC GAG TAA GAT	GCG AAC TGG AGG TTG CTC TTC
Slc1a3	AGT GCC TAT CCA GTC CAA CGA	GGC CTC TGA CAC GTT GTT GA
Slc22a3	GCT CAT CCT TAT GTT TGC TTG GT	GCG CAT GAC AAG TCC TTG GT
Slc6a14	TCT GTG TGA CTC AGG CTG GAA	CCC ATC CAG CAC AGA AGT GA
Slitrk6	CTT CCA GCT GGG CAT TTC A	TGA TTG GAT CTG ACT CTG TAA AGC A
Sox2	CCA GCG CAT GGA CAG CTA	GCT GCT CCT GCA TCA TGC T
Tmem211	GGA AGG TCT CAG CTG CAA CAC	AAG AGC GCT GAT TGA CAG CAA
Trh	TGA TGG CTC TGG CTT TGA TCT	CAG CAA GGC GCA GGA TTT
Trhr	TCA CCG TCA CCG ATA CGT ATG T	GGC CAA GCA GGT GTC ATC A
Xist	AAG GAA ACC TGA ACA GCG TAA AA	AAT GAG ATG TGT GCA GTA AAT GCA

How the deposited data were processed for this re-analysis (not part of the article)

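RNA from the cochlear epithelium of E15.5 mouse explants was measured on 6 Affymetrix Mouse Exon 1.0 ST arrays, 1 control and 1 DAPT pool in each of 3 experiments. The authors extracted the array scans in Partek, used its extended meta-probe set, and applied RMA with quantile normalization, so that the deposited values are log2 signals per transcript cluster. The submitters' notes name the mm9 build, and no coordinates are given here. Nothing was subtracted from or rescaled in these values before the main test. Each pool is a separate biological replicate. In the main fit p-values measure the spread of the 3 differences within experiments, moderated across all genes. In the fits without the block they measure the spread between pools.

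Clusters were named through the array's annotation table. Of 115830 clusters, 25539 had 1 gene, 2300 several and 87991 no gene name there, and 24941 of the 25539 received a current symbol through their gene identifier in a table of the GRCm38.p6 annotation. Of 20262 genes, 3107 had more than 1 cluster, and the cluster with the highest mean over the 6 arrays stood for the gene. The array medians lay between 6.297 and 6.364. Each comparison rests on 3 pairs, which limits its precision.

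DAPT and control were compared with limma 3.58.1 in R 4.3.3, by lmFit and eBayes, with the experiment as a block, over all genes and with Benjamini-Hochberg adjustment at 0.05. The block was chosen because the study gives 1 control and 1 DAPT sample per experiment and Fig. 1b plots a paired comparison, while the results text names a one-way model. The numbers pair the samples. The deviations of a control and a DAPT array from their group means correlated across genes at 0.556, 0.434 and 0.513 within the experiments and at most at 0.00923 between experiments, genes not being independent replicates. Tables were prepared with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and the figure with matplotlib 3.10.9. On simulated data with 100 genes changed by 0.6 and 100 by 1.2 on the log2 scale among 20262, in 5 simulations, the test recovered 92.2% and 100% of them at the adjusted threshold, with 20.8 unchanged genes called on average. That is a larger share of the calls than the threshold of 0.05 allows. The simulated noise was independent between genes. On the arrays 0 genes passed, though *Atoh1*, at 1.18, and *Jag1*, at −1.24, had differences of the simulated size, so the recovered shares do not carry over.

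There were 31 gene lists, tested by counts of members that passed, by camera with a preset correlation of 0.01 and with an estimated correlation, and by fry. They cover HC regulators, HC structure, Notch effectors, Notch ligands of HCs, Notch receptors and processing, pro-sensory genes, SC genes, the greater epithelial ridge, roof and stria, pericytes and smooth muscle, endothelium, mesenchyme, neurons, glia, macrophages, erythroid cells, melanocytes, Y-linked genes, the X-linked *Xist*, the cell cycle, immediate early genes, p53 and apoptosis, Wnt, FGF, hedgehog, BMP and retinoic acid signaling, innervation, motile cilia, housekeeping genes, and the genes that the study measured in purified SCs. The lists, the test, the named genes and the alternatives were fixed before the data were examined but after the paper's tables had been read. For 9 of the lists, those of the greater epithelial ridge, roof and stria, glia, melanocytes, Wnt, FGF, retinoic acid, innervation and motile cilia, and for the genes of Table 1 and Supplementary Tables S1 and S2, the counts under the alternatives were added after the main counts had been seen. With an estimated correlation camera tests on the residual degrees of freedom of the blocked fit, which are few. Hardly any list can pass then, so a call lost in this form does not show that correlation between genes removed it. For the SC list the estimated correlation was 2.41e-05, below the preset one, yet the p in camera went from 4.64e-08 to 0.0264. Other lists had estimates above the preset one. These were 0.292 for Notch effectors, 0.316 for pro-sensory genes, 0.19 for HC regulators and 0.101 for HC structure, among others. For such lists the p of camera at the preset correlation may be too small. For the cell cycle and the Notch ligands of HCs the estimates were −0.0222 and −0.155.

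The genes named in the text are those the paper names for the arrays in its results, Fig. 1b and Discussion, the 8 largest increases and 8 largest decreases among genes above the median signal with an adjusted p under 0.05 or, as here, an unadjusted p under 0.05, that moved one way in all 3 experiments, the most changed members of each list, and the genes of Table 1 and Supplementary Tables S1 and S2.

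The alternatives were a fit without the block, the plain one-way and the plain paired comparison with no pooling of variances, a trend and robust prior, quantile normalization again, median centring, filters at the median and the 25th percentile of the signal, the mean of all clusters of a gene, every cluster on its own, array weights, and leaving out each experiment and each array. The study's filter on the number of probes per transcript and its DAVID analysis were not repeated. *Slc22a3*, *Ntf3* and a few other genes of the paper's tables had no cluster of their own in the annotation used and were not analysed here.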

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

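The tests on the cell cycle genes were chosen only after the result was seen, while those on the pericyte genes and *Xist* were written down beforehand.

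The first result concerns genes outside those the paper discusses: of 21 cell cycle genes, none of them in the study's tables, 17 were lower with DAPT in all 3 experiments, with a median log2 difference of −0.211 (−0.104 without DAPT replicate 1, −0.32 without control replicate 1), *Mki67* at −0.36 and *Bub1* at −0.36, while *Rrm2* had 0.18. In limma 0 passed over the list alone and 11 had an unadjusted p under 0.05, and in camera the list had an adjusted p of 8.15e-12, but adjusted p = 0.177 with an estimated correlation. The tables argue against a shift by the authors' normalization of all genes of this signal range, since the median lay at the 0.01 percentile of 10000 random lists matched on mean signal, the smallest they can give, and the central 95% of those lists ran from −0.0515 to 0.0508. They also argue against fewer mesenchymal cells carried over into the DAPT samples, since the median difference of the 15 mesenchymal genes, of which *Pou3f4* had the highest control signal at 11.31, averaged 0.0756 (SD 0.0425, n = 3). These genes mark mesenchymal cells whether or not they divide, so fewer dividing cells within an unchanged mesenchyme stay open. Camera at its preset correlation also called the pericyte, melanocyte, greater epithelial ridge, pro-sensory and SC lists lower, with medians of −0.229, −0.153, −0.146, −0.307 and −0.111. With an estimated correlation their adjusted p in camera ran from 0.177 to 0.268. The paper describes pro-sensory cells as post-mitotic and as the source of SCs. On that account a smaller share of either would not lower cell cycle genes. A smaller share of pericytes, melanocytes or ridge cells stays open beside an effect of DAPT on dividing cells of the duct, and neither was tested.

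*Abcc9*, which encodes a subunit of a potassium channel of pericytes, had a log2 difference of −0.903 (adjusted p = 0.253 from limma over all genes), was lower in all 3 experiments, and stands in none of Table 1 and Supplementary Tables S1 and S2, although the supplement lists primers for it. It is in the list of 18 pericyte and smooth muscle genes, of which the study's tables hold 5 and the Notch lists hold *Notch3*, and whose 9 falling genes became 1 without the block by experiment. Fewer vascular and mesenchymal cells in the DAPT samples would lower the endothelial and mesenchymal genes too. The mesenchymal median averaged 0.0756 (SD 0.0425, n = 3), which argues against fewer mesenchymal cells. The endothelial one, in a list where *Cdh5* had the highest control signal at 9.59, averaged 0.0798 (SD 0.14, n = 3). It was 0.24, 0.0204 and −0.0209 in experiments 1, 2 and 3. That mean lies within its spread of 0 and does not decide on vascular cells. The study freed the epithelial duct enzymatically, a step meant to leave other cells behind. Fewer vascular cells, a change in pericytes alone, and a change of their genes in other cells stay open.

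*Xist* was lower with DAPT by a mean log2 difference of −0.586 (SD 0.421, n = 3), and Table 1 marks it as not borne out by RT-qPCR, whose printed ratio there runs the opposite way. If the DAPT pools held a smaller share of female embryos, Y-linked genes would be higher, most of all in the experiment where *Xist* was lowest against control. Their mean difference was 0.106 (SD 0.205, n = 3), which lies within its spread of 0. *Xist* differed most in experiment 1, at −0.926, and the Y-linked genes in experiment 2, at 0.318, which that explanation does not predict. With 1 pool per condition in each experiment and a Y-linked mean neither at most 0 nor above its spread, a different sex ratio of the pools and an effect of the treatment cannot be told apart.

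The cluster that the array annotation names EG624918 had a log2 difference of 1.11 and was set apart because its older gene identifier matched no gene of the paper's tables, but the reference gives EG624918 and Gm6537 as synonyms of *Ccer2*, so that Supplementary Table S1 does report it, as Gm6537.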

How the results depend on the processing

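The recounts of the glia, melanocyte, Wnt, retinoic acid, roof and motile cilia lists were chosen only after the result was seen. With DAPT against control, genes changed at an adjusted p under 0.05 in limma numbered 0, where 1593 had an unadjusted p under 0.05, and again 0 without the replicate block, in the plain one-way and the plain paired comparison, with median centring, over every cluster on its own, and without any 1 array or experiment. It was 6 with a trend and robust prior (5 higher, 1 lower), 3 with quantile normalization again (2 higher, 1 lower), 26 among genes above the median signal (19 higher, 7 lower), 17 above the 25th percentile (14 higher, 3 lower), 6 with the mean of all clusters (5 higher, 1 lower) and 32 with array weights (27 higher, 5 lower). The filters test fewer genes; otherwise the cause was not tested. *Atoh1* and *Jag1* passed in all 6 of these settings. Genes higher beyond 3 SD numbered 182, but 67 one-way, 93 paired, 98 above the median signal and 401 over every cluster, with 93 to 180 when replicates were left out. Genes lower beyond 3 SD numbered 106, but 39, 26, 60 and 539, with 65 to 156. Genes lower at the criterion of the term analysis numbered 341, but 191 without the replicate block, 104 one-way, 121 paired, 176 above the median signal and 4966 over every cluster, with 185 to 689 when replicates were left out. Camera called 18 lists, 0 with an estimated correlation, where it tests on few residual degrees of freedom and can hardly call any. Fry called 7, among them the lists of HC regulators, HC structure, Notch effectors, Notch ligands of HCs and the cell cycle. The printed p of Table 1 and Supplementary Table S1 was met in 1 gene, in 4 without the replicate block, in 41 one-way and in 41 paired. The 11 HC regulators that rose became 6 one-way and 6 paired, and 6 to 11 when replicates were left out. The 24 HC structure genes became 1 without the replicate block, 0 one-way, 0 paired, 14 above the median signal and 10 over every cluster, and 0 to 22 when replicates were left out. The fits without 1 array also lack the replicate block, so that their counts compare with 122 higher and 79 lower genes beyond 3 SD, 191 genes at the term criterion, 9 HC regulators and 1 HC structure gene in the unblocked fit on all 6 arrays. In a fit without 1 array the arm with fewer arrays is assumed to vary like the other. Without the replicate block the 9 pericyte genes that fell became 1, and 0 genes passed in the lists of glia, melanocytes (among those that fell), Wnt, retinoic acid, roof and stria, and motile cilia, while the counts for HC regulators, Notch effectors, Notch ligands of HCs, pro-sensory genes, SC genes and the genes measured in purified SCs stayed within 1.5 times. In the plain paired comparison 0 of the pro-sensory and 0 of the SC genes passed.

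Of the values of 41 named genes under these settings, 755 kept their sign and their side of the threshold, 47 kept their sign and passed, and 16 turned sign, all of 4 genes that did not pass. With array weights *S100a1* was −0.00283, *Slc1a3* −0.0492 and *Otog* 0.0173. When replicates were left out, *S100a1* ranged from −0.152 to 0.155, *Slc1a3* from −0.238 to 0.217, *Otog* from −0.376 to 0.271 and *Fgfr3* from −0.146 to 0.0349. The signal over background of single clusters is not known here, so a low signal may hide a difference.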

Differences from the paper's values

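The tally of printed p-values was chosen only after the values had been seen.

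The paper's list of genes lower at the criterion of its term analysis held 107 genes, and limma with the block gave 341 at the same p and fold, without the study's filter on probes. Of the alternatives set before the data were examined, the plain one-way comparison, with 104, and the plain paired comparison, with 121, lay within 1.5 times of the paper's count. The fit without the replicate block (191), the trend and robust prior (338), quantile normalization again (264), median centring (311), the filters at the median (176) and the 25th percentile (265) of the signal, the mean of all clusters (318), every cluster on its own (4966) and array weights (480) did not.

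The paper describes the leading genes of both directions as significantly changed and its text and supplement name no adjustment for the number of genes. None of them passed an adjusted p of 0.05 over all genes in limma, in the plain one-way or in the plain paired comparison. With a trend and robust prior, quantile normalization again, either filter on the signal, the mean of all clusters or array weights, *Atoh1*, *Jag1* and *Grp* passed in limma, and array weights also passed *Pou4f3*, *Nhlh1*, *Mfng*, *Slitrk6*, *Dlk2*, *Hey2* and *Hes1* among the genes the paper names. The filter at the median passed *Jag2*, *Hey1*, *Igfbp3* and *B3galt2* as well, and that at the 25th percentile *Igfbp3*. All 34 measured genes of Table 1 and all 49 of Supplementary Table S1 had the paper's direction in each experiment. For the leading lower genes the paper also reports RT-qPCR, which bore out most of those tested. For selected genes it adds RT-qPCR in purified SCs and in DnMAML1 and N1ICD cochleae, so its calls do not rest on the arrays alone.

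The group means printed for 79 of these 83 genes were met within rounding. The other 4, *Atoh1*, *Chrna10*, *Gad2* and *Casz1*, have several clusters. The printed p equalled the plain one-way p alone in 38 genes, the plain paired p alone in 38, both in 3 and neither in 4. It equalled the smaller of the 2 in 79, the exceptions being the same 4 genes. The plain one-way p lay above 0.05 in 25 of the 83 genes, the plain paired p in 17 and the printed p in 3. The methods text names an ANOVA and Fig. 1b a paired comparison.

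The results text of the paper places *Dll1*, *Jag2*, *Mfng* and *Sox2* at or beyond 6σ. Here they lay between 3 and 6 SD of the log2 differences over genes, 6 SD being 0.881, and *Atoh1*, *Pou4f3*, *Nhlh1*, *Hey1*, *Heyl* and *Jag1* lay beyond 6 SD. Table 1 and Supplementary Table S1 label some genes as beyond 6σ and others, these 4 among them, only as 6σ, which are separate labels there. The paper's text does not name the transcripts behind its σ. In Supplementary Table S1 the label beyond 6σ ends with *Tmem255b*, at 1.08 here, and the label 6σ begins with *Nhlh1*, at 1.05. In Table 1 the change lies between *Igfbp3*, at −1.12, and *Fabp7*, at −0.97. By these labels the paper's 6σ was larger than 0.881, so both SDs are not on 1 scale. *Nhlh1*, beyond 6 SD here, carries only the label 6σ there.

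The paper counts *Slc6a14* among the genes regulated by Notch and lists *Ptprz1* among those lower with DAPT. Its RT-qPCR gave higher *Slc6a14* in cochleae that over-express N1ICD, an experiment these arrays do not cover, and Table 1 does not hold the gene. Here *Slc6a14* had −0.73, with 1 of 3 experiments above 0, and *Ptprz1* had 0.29, with 1 of 3 below 0, and neither had an unadjusted p under 0.05 in limma or in the plain comparisons. These values are from 1 cluster per gene, the brightest. The paper prints no array signal for either gene, so the cluster behind its call on *Ptprz1* is not known.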

Other observations

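The counts over other assignments of the arrays, and the recounts of the motile cilia, FGF, greater epithelial ridge, roof and melanocyte lists under the alternatives, were chosen only after the result was seen. Of 24 genes of motile cilia, 3 rose with DAPT over the list alone in limma, the transcription factor gene *Foxj1* by 0.79 (standard error 0.15), *Fam183b* by 0.54 (standard error 0.08) and the tektin gene *Tekt2* by 0.32, and none fell. The list had an adjusted p of 3.63e-06 in camera and of 0.376 with an estimated correlation, and *Foxj1* and *Fam183b* stand in the study's tables, so they are not independent evidence. The 3 genes became 0 without the block by experiment, without experiment 2, without experiment 3, and without any single array in the unblocked fit. Of 13 FGF pathway genes, 1 rose, *Fgf8* by 0.40, and 3 fell, *Fgf20*, *Fgf3* and, by 0.28, *Dusp6*, a feedback phosphatase gene. The study's tables hold *Fgf20* and *Fgf3*, so these are not independent evidence. The 3 became 1 without the block by experiment and without experiment 2, and 0 without experiment 1 or 3. This list had an adjusted p of 6.68e-04 in camera and of 0.376 with an estimated correlation. Of 12 genes of the greater epithelial ridge only *Inhba* and *Dkk3* fell over the list alone and none rose. The study's tables hold both, so this is not independent evidence, and the list came out with an adjusted p of 6.01e-04 in camera and of 0.239 with an estimated correlation. Without experiment 3 camera did not call this list. Of 11 genes of the roof and stria, 1 rose, the chloride channel subunit gene *Bsnd* by 0.62 (standard error 0.11), and none fell. The study's tables hold it, so this is not independent evidence, and it no longer passed without the block by experiment or without experiment 2. Of 10 melanocyte genes, *Gpnmb* rose by 0.53 while the pigment cell genes *Dct* and *Mlana* fell by 0.51 and 0.37, and the adjusted p was 3.65e-04 in camera and 0.268 with an estimated correlation. The 2 that fell became 0 without the block by experiment and 1 without experiment 1. In the plain paired comparison 0 of the genes that rose in the motile cilia and roof lists, and 0 of those that fell in the FGF, greater epithelial ridge and melanocyte lists, passed.

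In several lists 0 genes passed in limma over the list alone. The numbers with an unadjusted p under 0.05 were 1 of 13 macrophage genes, 2 of 8 erythroid genes, 0 of 4 Y-linked genes, 1 of 14 genes of p53 and apoptosis, 1 of 8 hedgehog targets and 0 of 11 housekeeping genes. They were 1 of 15 immediate early genes and 2 of 10 BMP targets, whose adjusted p in camera was 3.29e-05 and 5.36e-04, and 0.309 for both with an estimated correlation. Camera placed both lists lower, but neither median fell in experiment 1. The medians in experiments 1, 2 and 3 were 0.0715, −0.0618 and −0.327 for immediate early genes and 0.0152, −0.22 and −0.263 for BMP targets. Without experiment 3 camera did not call the immediate early list.

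With 3 arrays against 3, other assignments of the arrays are too few to give a share under 0.05. In the fit without the block 593 genes had an unadjusted p under 0.05, the highest of the other splits gave 2610, and 7 of 10 splits gave at least as many. The splits that part 1 experiment, and so follow the experiments, gave 615 to 2610, which points to a structure of the arrays by experiment. The other splits that part all 3 experiments gave 263, 229 and 568. In the blocked fit 1593 genes compare with a highest other value of 1600 among the 4 assignments of DAPT and control within experiments, the real one included, and 2 of 4 gave at least 1593. The 1600 came from reversing experiment 1 alone. Each of the other assignments reverses 1 experiment and keeps the rest, so none is free of an effect of DAPT. For genes beyond 3 SD, 288 compare with 191 as the highest other value, so that 1 of 4, the real assignment itself, gave as many. For lists called by camera, 18 compare with 11, and again only the real assignment, 1 of 4, gave as many. The differences of experiments 2 and 3 correlated across genes at 0.279, those of 1 and 2 at 0.0569 and those of 1 and 3 at −0.00132, genes not being independent replicates.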
